# The Wnt signaling receptor Fzd9 is essential for Myc-driven tumorigenesis in pancreatic islets

**DOI:** 10.26508/lsa.201900490

**Published:** 2021-03-02

**Authors:** Mariano F Zacarías-Fluck, Toni Jauset, Sandra Martínez-Martín, Jastrinjan Kaur, Sílvia Casacuberta-Serra, Daniel Massó-Vallés, Erika Serrano del Pozo, Génesis Martín-Fernández, Íñigo González-Larreategui, Sergio López-Estévez, Lamorna Brown-Swigart, Marie-Eve Beaulieu, Jonathan R Whitfield, Babita Madan, David M Virshup, Gerard I Evan, Laura Soucek

## Abstract

The huge cadre of genes regulated by Myc has obstructed the identification of critical effectors that are essential for Myc-driven tumorigenesis. Here, we describe how only the lack of the receptor Fzd9, previously identified as a Myc transcriptional target, impairs sustained tumor expansion and β-cell dedifferentiation in a mouse model of Myc-driven insulinoma, allows pancreatic islets to maintain their physiological structure and affects Myc-related global gene expression. Importantly, Wnt signaling inhibition in Fzd9-competent mice largely recapitulates the suppression of proliferation caused by Fzd9 deficiency upon Myc activation. Together, our results indicate that the Wnt signaling receptor Fzd9 is essential for Myc-induced tumorigenesis in pancreatic islets.

## Abstract (precis)

Zacarías-Fluck, et al identify and validate the Wnt receptor Fzd9 as a key effector of Myc-Wnt signaling cross-talk in a mouse model of Myc-driven pancreatic insulinomas.

## Introduction

Myc is a highly pleiotropic transcription factor that governs cell expansion by coordinating diverse cellular processes, including proliferation, dedifferentiation, biosynthetic metabolism, cell growth, and angiogenesis (Dang, 2012). Using the Myc-switchable *pIns-MycER*^*TAM*^*;RIP7-Bcl-x*_*L*_ β-cell tumor model in an unbiased reversible kinetic expression analysis, we previously identified genes required for maintenance of Myc-driven β-cell tumors. We found a relatively small subset of Myc target genes whose change in expression (whether induction or repression) was dependent upon sustained Myc activity, and that such changes were reversed by deactivation of Myc and consequent tumor regression. One of these candidate tumor maintenance genes was *Fzd9*, a member of the “frizzled” gene family of Wnt receptors (Lawlor et al, 2006). *Fzd9* was significantly induced within 4 h of acute Myc activation in vivo, its expression was maintained as long as Myc activity was sustained, and rapidly decreased following Myc deactivation and tumor regression (Lawlor et al, 2006). In addition, *Fzd9* has been identified as a direct Myc target gene through expression and ChIP analysis (Lawlor et al, 2006; Sabò et al, 2014).

*Fzd9* is up-regulated in several types of human cancers including human gastric cancer (Kirikoshi et al, 2001), osteosarcoma (Wang et al, 2017) and astrocytoma (Zhang et al, 2006). Knockdown of *Fzd9* has also been shown to inhibit cell proliferation and motility in hepatocellular carcinoma cell lines (Fujimoto et al, 2009). However, as Fzd9 has also shown some tumor suppressor activity in acute myeloid leukemia (Zhang et al, 2016) and non-small cell lung cancer, its role in tumorigenesis is still controversial (Winn et al, 2005, 2006).

In this study, we explored the role of Fzd9 in mediating and maintaining Myc oncogenic function in *pIns-MycER*^*TAM*^*;RIP7-Bcl-x*_*L*_ β−cell tumors. We show that Fzd9 does, indeed, play a critical function in the development of Myc-driven insulinomas. We, thus, identify a novel link connecting Myc and the Wnt pathway, which appears to be a required effector of Myc oncogenic activity in β-cell tumorigenesis. This implies the existence of a positive feedback loop, where Wnt/β-catenin signaling activates Myc (He et al, 1998), and Myc in turn activates Wnt/β-catenin signaling through Fzd9.

## Results

### Fzd9 is required for Myc-induced β-cell neoplasia

To determine whether Fzd9 plays a significant role in Myc-induced tumorigenesis in vivo, *pIns-MycER*^*TAM*^*;RIP7-Bcl-x*_*L*_ (*MycER;BclXL* hereinafter) mice were crossed into a Fzd9-deficient background (Ranheim et al, 2005). The size, distribution, number and histological disposition of pancreatic islets in *Fzd9*^*KO/KO*^ mice appeared identical to that in *Fzd9*^WT/WT^ mice (Fig S1). When tamoxifen was systemically administered to *Fzd9*^*WT/WT*^*;MycER;BclXL* and *Fzd9*^*KO/KO*^*;MycER;BclXL* animals for 3-wk to activate MycER, control *Fzd9*^*WT/WT*^*;MycER;BclXL* transgenic mice rapidly developed grossly hyperplastic insulinomas (Fig 1A and C), whereas *Fzd9*^*KO/KO*^*;MycER;BclXL* mice exhibited no detectable β-cell tumor hyperplasia and pancreatic islets preserved their normal size (Fig 1B and C).

**Figure S1.**
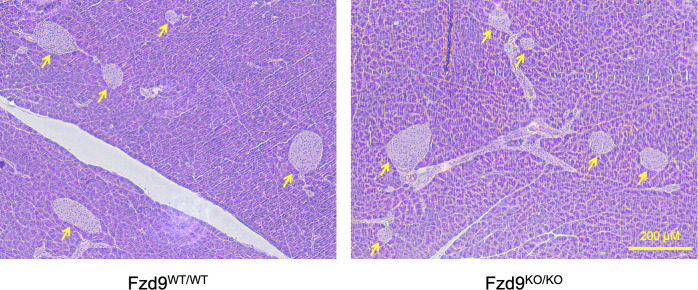
Fzd9 deficiency does not produce phenotypic abnormalities in pancreatic islets of adult mice. Pancreatic islets from 12-wk-old *Fzd9*^*WT/WT*^ and *Fzd9*^*KO/KO*^ stained using H&E (4×, scale bar: 200 μm).

**Figure 1.**
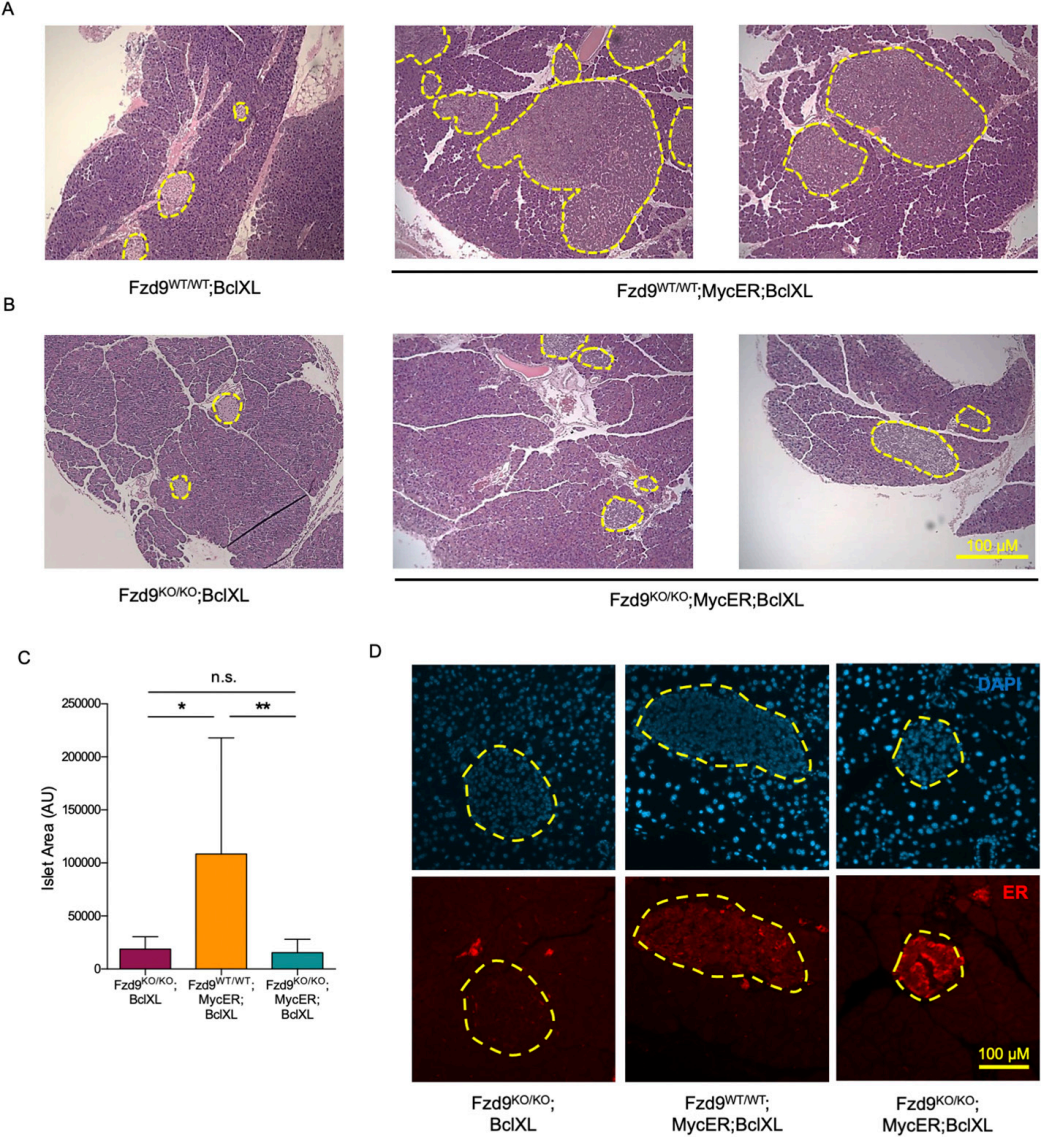
The absence of Fzd9 impairs the development of Myc-driven pancreatic insulinomas. **(A, B)** H&E staining (4×) of pancreas sections from *Fzd9*-proficient and (B) *Fzd9*-deficient mice treated with tamoxifen for 3 wk. **(C)** Quantification of the islet size from *Fzd9*^*KO/KO*^*;BclXL, Fzd9*^*WT/WT*^*;MycER;BclXL* and *Fzd9*^*KO/KO*^*;MycER;BclXL* mice. **(D)** Presence of MycER detected by immunofluorescence against ER (red) in these 3-wk treated islets. Yellow dotted lines define the periphery of the pancreatic islets. Representative images for each of the groups are shown (10×). Data information: in (C), data are represented as mean ± SD. * and ** indicate *P*-values below 0.05 and 0.01, respectively (Kruskal–Wallis followed by Dunn’s test). **(A, D)** Scale bars: 200 μm in (A), 100 μm in (D).

To exclude the possibility that Fzd9 deficiency inhibits MycER expression or stimulates its degradation, we monitored the presence of MycER immunohistochemically in β-cells, with an anti-ER antibody. As expected, MycER expression was undetectable in control *MycER* transgene-negative islets of *Fzd9*^*KO/KO*^*;BclXL* mice, but was confirmed to be consistently expressed in tamoxifen-treated *Fzd9*^*WT/WT*^*;MycER;BclXL* islets and was even higher in *Fzd9*^*KO/KO*^*;MycER;BclXL* islets (Fig 1D). Hence, MycER is readily detectable in *Fzd9*-deficient cells, and therefore lack of Fzd9 impairs Myc-induced pancreatic β-cell expansion by mechanisms unrelated to suppression of MycER expression.

### MycER is functionally active in the absence of Fzd9

Since Fzd9 deficiency blocks the appearance of Myc-driven hyperplastic insulinomas, we next investigated the possibility that MycER is simply no longer functional in tamoxifen-treated *Fzd9*^*KO/KO*^*;MycER;BclXL* islets. To do this, we first ascertained whether activated MycER retains its ability to drive β-cell proliferation in the absence of Fzd9. After 3 d of acute tamoxifen treatment, BrdU was systemically administered to *Fzd9*^*KO/KO*^*;BclXL*, *Fzd9*^*WT/WT*^*;MycER;BclXL and Fzd9*^*KO/KO*^*;MycER;BclXL* mice 3 h before euthanasia. Then, pancreata were collected and BrdU incorporation into β-cells analyzed by immunofluorescence (Fig 2A). Multiple BrdU-positive β-cells were detected in both *Fzd9* wild-type (*Fzd9*^*WT/WT*^*;MycER;BclXL*) and knockout (*Fzd9*^*KO/KO*^*;MycER;BclXL*) mice (21.6% ± 7.7% and 24.1% ± 16.4%, respectively), whereas BrdU incorporation was almost absent from control MycER transgene-negative islets (*Fzd9*^*KO/KO*^*;BclXL*; 0.4% ± 0.5%) (Fig 2B). Thus, at least initially, Myc retains its capacity to drive β-cell proliferation even in the absence of *Fzd9*.

**Figure 2.**
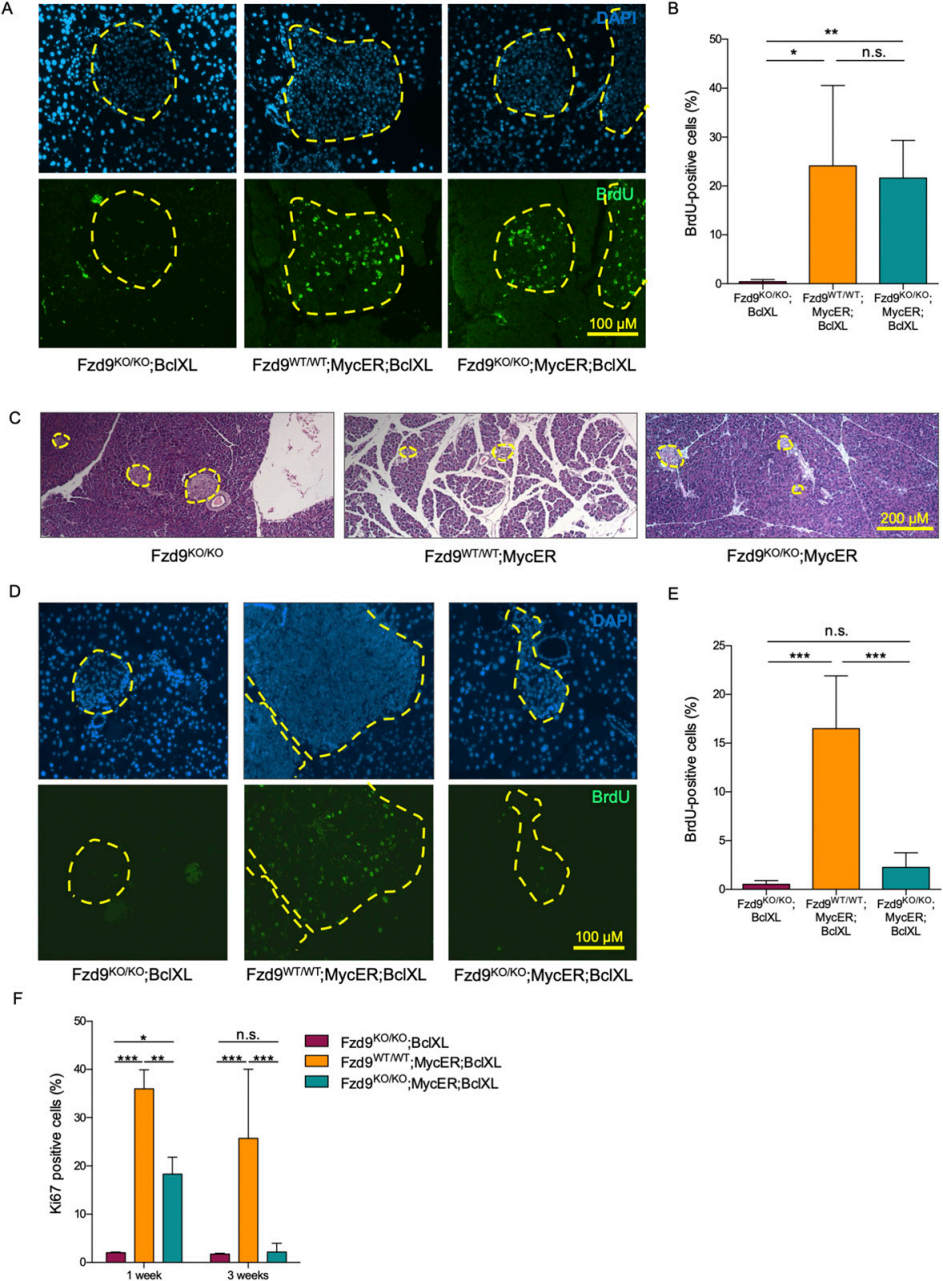
Sustained proliferation of pancreatic islets upon MycER activation requires Fzd9. **(A, B)** Incorporated BrdU (green) detected by immunofluorescence (10×) after 3 d of tamoxifen treatment and (B) its quantification. Percentages of BrdU-positive cells per islet from at least three mice per group are represented. **(C)** Representative H&E staining of pancreas sections from mice treated with tamoxifen for 3 d. Yellow dotted lines define the periphery of the pancreatic islets (4×). **(D, E)** Incorporated BrdU detected by immunofluorescence (10×) after 3 wk of tamoxifen treatment and (E) its quantification. Percentages of BrdU-positive cells per islet from at least three mice per group are represented. **(F)** Quantification of the proliferation marker Ki67 in islets from mice treated for 1 and 3 wk. Percentages of Ki67-positive cells per islet from three mice per group are represented. Data information: in (B, E, F), data are represented as mean ± SD. **(B, E, F)** Statistical significance of differences was examined using one-way, in (B, E), or two-way (in F) ANOVA followed by Tukey’s test. ** and *** indicate *P*-values below 0.01 and 0.001, respectively. **(A, C, D)** Scale bars: 100 μm in (A, D), 200 μm in (C).

Next, to ascertain whether Myc retains its capacity to induce apoptosis in pancreatic β-cells in the absence of Fzd9, MycER was continuously activated for 3 d in the β-cells of *Fzd9*^*WT/WT*^*;MycER and Fzd9*^*KO/KO*^*;MycER* mice, without co-expression of BclXL. As seen for proliferation, shrinkage of islets resulting from β-cell apoptosis (previously shown in Pelengaris et al [2002]) was observed in both *Fzd9*-proficient and *Fzd9*-deficient islets (Fig 2C). Hence, Fzd9 is not required for Myc-induced β-cell apoptosis.

Finally, additional Myc-dependent phenotypes previously described (Soucek et al, 2007), such as recruitment of mast cells (Fig S2A) and induction of angiogenesis (Fig S2B) were also observed after 3 d of tamoxifen treatment in *Fzd9*^*KO/KO*^*;MycER;BclXL*.

**Figure S2.**
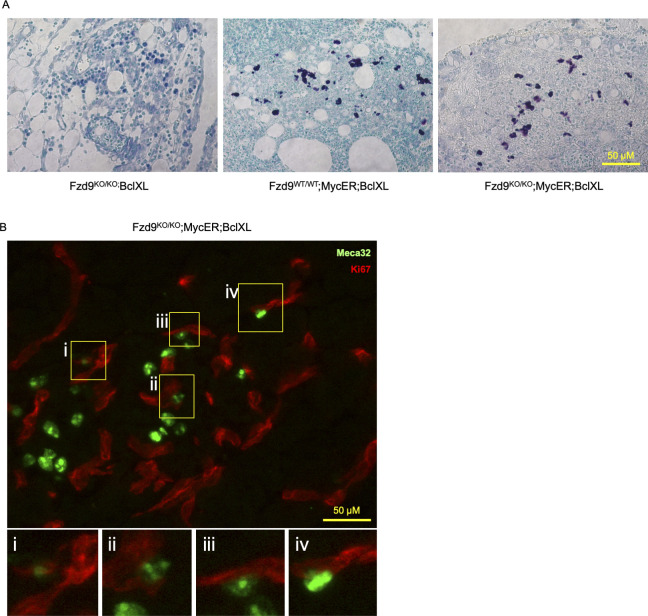
Fzd9 deficiency does not impair either the recruitment of mast cells or the induction of angiogenesis. **(A)** Toluidine blue staining of metachromatic mast cells (purple) in the mesenchyme surrounding the pancreas of mice injected with tamoxifen for 3 d (20×, scale bar: 50 μm). **(B)** Double immunofluorescence of endothelial cells (stained with anti-Meca32; green) and proliferating cells (stained with anti-Ki67; red) (20×, scale bar: 50 μm). Yellow boxes (i–iv) show amplified regions.

Together, these observations indicate that, in the absence of Fzd9, MycER is still functionally active upon tamoxifen treatment.

### Fzd9 absence impairs tumor expansion

If Myc retains its ability, at least initially, to drive β-cell proliferation, why do islets fail to expand in tamoxifen-treated *Fzd9*^*KO/KO*^*;MycER;BclXL* mice? To investigate this, we asked whether Myc-induced β-cell proliferation is maintained long term in the absence of Fzd9. MycER was activated in β-cells for 3 wk and BrdU was administered systemically 3 h before euthanasia. Pancreata were harvested and BrdU incorporation detected by immunofluorescence (Fig 2D). High levels of BrdU-positive β-cells were detected in *Fzd9*^*WT/WT*^*;MycER;BclXL* mice (16.49% ± 5.4%), but, strikingly, low levels of BrdU-positive cells (2.25% ± 1.49%) were observed in the *Fzd9*^*KO/KO*^*;MycER;BclXL* β-cells. These levels were similar to those observed in MycER transgene-negative islets (*Fzd9*^*KO/KO*^*;BclXL*; 0.52% ± 0.37%) (Fig 2E) and in stark contrast to the higher levels observed after 3 d (Fig 2B).

Immunohistochemical staining for the proliferation marker Ki67 demonstrated that the proliferative arrest observed in *Fzd9*^*KO/KO*^*;MycER;BclXL* islets is in fact a progressive phenomenon already evident at 1 wk of sustained Myc activation and essentially complete by 3 wk (Fig 2F).

These results suggest that even though proliferation is initially triggered upon Myc activation in *Fzd9*^*KO/KO*^*;MycER;BclXL* cells, Myc’s tumorigenic potential is lost over time due to the lack of Fzd9.

### Fzd9 is necessary for *MycER*–dependent dedifferentiation and transformation of β-cells

In *MycER;BclXL* mice, partial Myc-induced dedifferentiation of β-cells has been previously noted as one of the pleiotropic effects of oncogenic Myc, responsible for tumorigenesis and expansion of the islets of Langerhans (Pelengaris et al, 2002). To verify if such an effect was Fzd9-dependent, we looked at the expression of both insulin and glucagon (markers of β-cells and α-cells, respectively). As expected, we detected high insulin expression in control *MycER* transgene-negative islets (*Fzd9*^*KO/KO*^*;BclXL*) (Fig 3A). In contrast, insulin levels were somewhat repressed upon 3-wk tamoxifen treatment of *Fzd9*^*WT/WT*^*;MycER;BclXL* mice because of Myc-induced partial dedifferentiation of β-cells (Fig 3B) (Pelengaris et al, 2002). Intriguingly, however, high levels of insulin expression were maintained in islets from *Fzd9*^*KO/KO*^*;MycER;BclXL* mice after tamoxifen treatment (Fig 3C and D), indicating blunting of Myc-induced β-cell dedifferentiation in the absence of Fzd9. Indeed, pockets of fully differentiated cells can also be appreciated by hematoxylin and eosin (H&E) staining, already after 2 wk of MycER activation in *Fzd9*^*KO/KO*^*;MycER;BclXL* but not in *Fzd9*^*WT/WT*^*;MycER;BclXL* (Fig S3).

**Figure 3.**
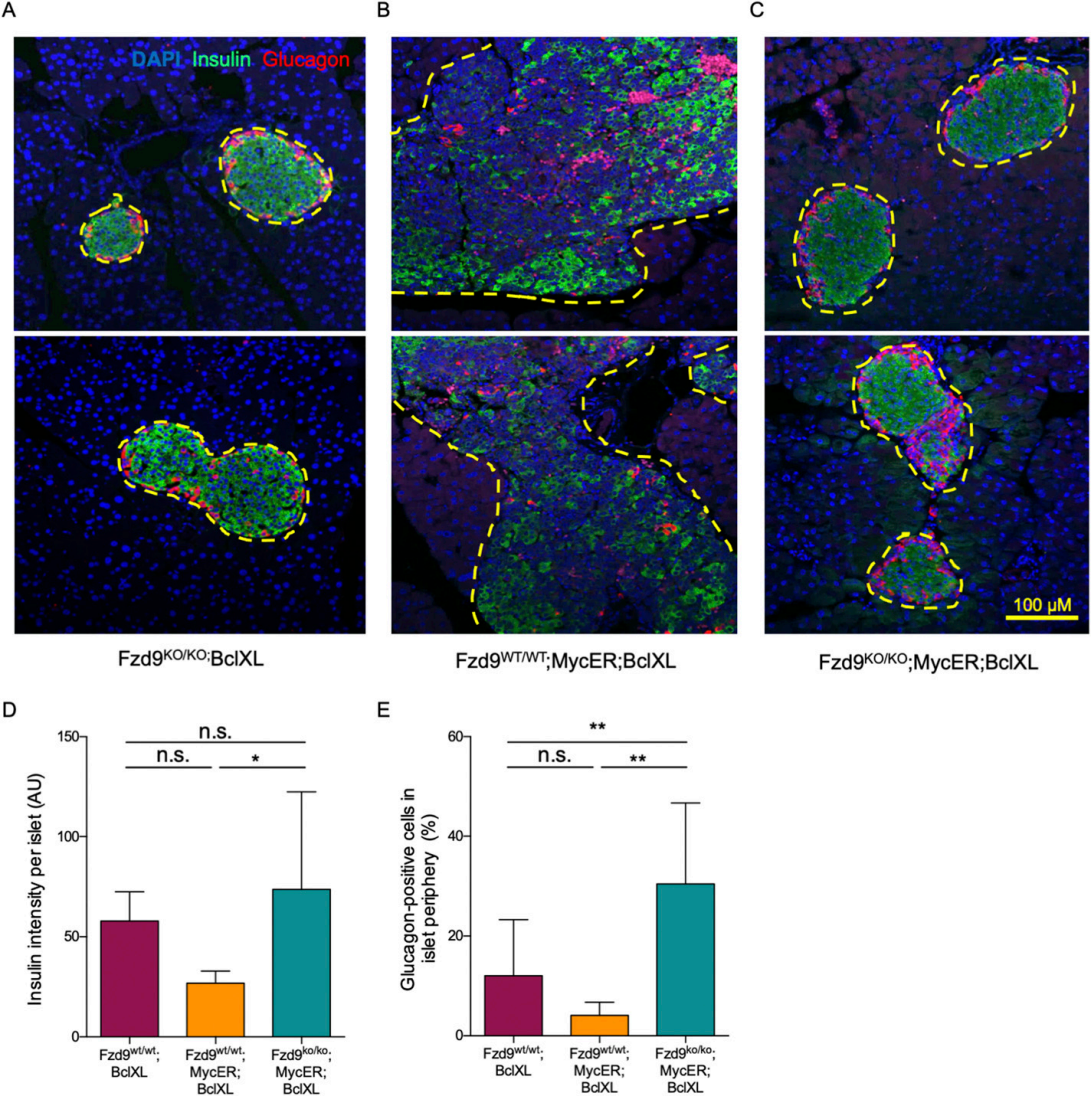
Fzd9 mediates Myc-induced dedifferentiation of insulin-expressing β-cells. **(A, B, C)** Insulin (green) and glucagon (red) detected by immunofluorescence (10×) in pancreatic tissue sections of *Fzd9*^*KO/KO*^*;BclXL*, (B) *Fzd9*^*WT/WT*^*;MycER;BclXL*, and (C) *Fzd9*^*KO/KO*^*;MycER;BclXL* treated with tamoxifen for 3 wk. **(A, B, C, D)** Quantification of total insulin intensity in the islets from (A, B, C). **(E)** Quantification of glucagon positive cells in the periphery of the islets. Percentages of glucagon positive cells are shown. Data information: in (D, E), data are represented as mean ± SD. **(D, E)** Statistical significance of differences was examined using Kruskal–Wallis followed by Dunn’s test (D) and one-way ANOVA followed by Tukey’s test (E). * and ** indicate *P*-values below 0.05 and 0.01, respectively. Scale bar: 100 μm.

**Figure S3.**
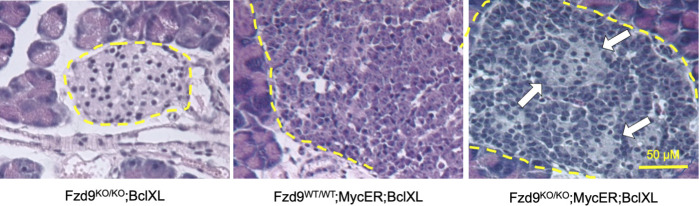
Fzd9 absence produces pockets of differentiated β-cells in pancreatic islets upon MycER activation. H&E staining of pancreas sections from mice treated with tamoxifen for 2 wk. Yellow dotted lines define the periphery of the pancreatic islets. Arrows indicate pockets of fully differentiated cells, with a similar appearance to control cells in the left panel (20×, scale bar: 50 μm).

Glucagon positive α-cells displayed their typical proportion (∼10% of the total islet cellular content) and distribution at the islet periphery in Fzd9-deficient mice without the *MycER* transgene (*Fzd9*^*KO/KO*^*;BclXL*) (Fig 3A). In contrast, in tamoxifen-treated *Fzd9*^*WT/WT*^*;MycER;BclXL* mice, Myc caused the appearance of α-cells scattered throughout the whole islet (Fig 3B). Notably, Myc did not trigger this relocalization in the absence of Fzd9 (*Fzd9*^*KO/KO*^*;MycER;BclXL* mice treated with tamoxifen), where the α-cells displayed a more physiological distribution, although in a higher proportion than in control islets (Fig 3C and E).

Overall, these results suggest that Fzd9 is required for Myc to induce profound and long-lasting dedifferentiation in β-cells, as part of its tumorigenic program.

### Gene expression analysis shows down-regulation of genes involved in β-cell survival and stress response in the absence of Fzd9

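Fzd9, the Wnt receptor that is deleted in the KO mice, was read at a low level in both genotypes. Its probe set (17453541) had log2 levels of 3.44, 1.97, 2.78 and 3.31 in the 4 Fzd9 WT mice and of 2.68, 2.76, 2.65 and 2.01 in the 4 Fzd9 KO mice. The means were 2.88 ± 0.67 (SD, n = 4) in WT and 2.53 ± 0.35 (SD, n = 4) in KO islets, a log2 fold change of −0.35 with a standard error of 0.34 that did not pass the threshold of the study. The WT mean lay at percentile 86.9 of the 1400 probe sets for olfactory and vomeronasal receptors, receptors of the nose that served as a gauge of background. Where the probe set lies relative to the deletion is not given in the sources used here, so it checks the genotype labels in neither direction. Esr1, the estrogen receptor, was at 7.86 ± 0.25 (SD, n = 4) in WT and 8.02 ± 0.10 (SD, n = 4) in KO islets, and Bcl2l1, which encodes Bcl-x, was at 4.31 ± 0.19 and 4.15 ± 0.22 (SD, n = 4 each). WT stands here for Fzd9-proficient and KO for Fzd9-deficient mice, all carrying MycER and BclXL. MycER is a Myc protein fused to a part of the estrogen receptor, which tamoxifen switches on in β-cells, and Bcl-xL protects these cells from apoptosis. The mice received tamoxifen for 3 d, and RNA from a pool of about 20 to 40 islets of each mouse was hybridised to 1 Affymetrix Mouse Gene ST array, 8 arrays in all. The sample labels instead call the material insulinoma and describe RNA from weighed tumor tissue. The description in the paper is used here. The deposited values are log2 expression after RMA, which subtracts background, equalises the distributions of the arrays and combines the probes of a set. The submitters' notes name RMA and Partek without versions. Array medians lay between 2.91 and 3.17. Of 41345 probe sets, 23521 name 1 gene, 1814 name several and 16010 name none in the annotation used, and only the first kind is named here. KO and WT were compared with limma on the values as deposited, with no filter. The threshold of the study, an unadjusted p under 0.05 with a fold change of at least 1.2, was used beside Benjamini-Hochberg adjusted p-values. Gene groups are 52 lists fixed before the data were examined, although Table S1 and the figures of the paper had been read by then. They were tested with limma's camera at a preset correlation of 0.01 between genes, on the brightest probe set of each of 22180 genes, and adjusted over the lists. The mTORC1, Myc target and Hedgehog/Gli lists were written from general knowledge and are not the MSigDB files. Scores of GSEA were computed on the signal-to-noise ratio with 1000 gene permutations. The arrays of WT mouse 3 and KO mouse 1 stood apart, with mean correlations with the other arrays of 0.897 and 0.893, against 0.917 to 0.926 for the other 6. The mean log2 level of 34 markers of acinar cells, the exocrine cells around the islets, was 4.87 in WT mouse 3 and 5.90 in KO mouse 1, and 3.40 to 4.24 in the other mice. The number of arrays limits the precision.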

To identify potential transcriptional changes that could explain the anti-tumorigenic effect observed in the absence of Fzd9, *Fzd9*^*WT/WT*^*;MycER;BclXL* and *Fzd9*^*KO/KO*^*;MycER;BclXL* mice were treated with tamoxifen for 3 d and the islet RNA was used for microarray analysis. This early 3-d time-point was selected to reveal those differences in gene expression that could be the cause, and not the consequence, of the subsequent phenotypic changes (such as decrease proliferation rate or dedifferentiation of β-cells). 

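Genes that fell past the threshold mostly lay above the median level of all probe sets, and genes that rose past it mostly below. Outside the early response genes, the largest falls whose KO and WT values did not overlap were those of 6330403K07Rik, with a log2 fold change of −1.66 (standard error 0.36), and Rpl5, which encodes a ribosomal protein, at −1.28 (standard error 0.34). The largest rises whose values did not overlap were led by receptors of the nose, which serve as the gauge of background here. Vmn1r40 was at 1.26 (standard error 0.38), Olfr1104 at 1.19 (standard error 0.41) and Vmn2r81 at 1.18 (standard error 0.28). Without KO mouse 1 Olfr1104 was at 0.73. Olfactory or vomeronasal receptors made up 54 of the 298 rises among probe sets with 1 gene, and 3 of the 279 falls. Among probe sets above the median level of the arrays, Prr7 rose by 0.96 (standard error 0.27), the mitochondrial gene ND6, which encodes a subunit of complex I, by 0.93 (standard error 0.37), and Gng4, a G protein subunit, by 0.79 (standard error 0.20). Kctd5, Zfp248 and Gcn1, the last an activator of the amino acid starvation response, rose by 0.87, 0.83 and 0.74 on the log2 scale. Among probe sets of any level, Gzmf, Olfr473, Olfr898, Gm6222, Kbtbd12 and Gm5662 rose by 0.96 to 1.01, and Hapln1, B130034C11Rik and C130060C02Rik by 0.81, 0.91 and 0.90. Gzmf was dim, at 1.87 in WT and 2.85 in KO islets. Without WT mouse 1 ND6 was at 0.62 and did not pass, and without KO mouse 4 Gm6222 was at 0.62. Over all 41345 probe sets, 1444 passed the threshold, 658 of them lower and 786 higher in KO islets. Which direction held more calls turned with the scaling of the arrays, with 796 lower and 726 higher after quantile normalization, 773 and 631 after centring on the median, and 799 and 735 after cyclic loess. An unadjusted p under 0.05 alone would take 2067.25 of them by chance if no gene differed. No probe set had an adjusted p under 0.05 from limma, where the lowest was 0.095 over all and 0.605 among those with 1 gene, and none had one from the methods' t-test, which put 1622 under an unadjusted p of 0.05. The KO and WT values did not overlap for 2.36% of the probe sets, where chance gives 2.86%. Of probe sets with 1 gene, 577 passed. The median level was 4.10 for their falls and 2.57 for their rises, and 701 of all calls lay above the median level, 430 lower and 271 higher. Without WT mouse 3 and KO mouse 1 together, left out after the data were seen, 1773 probe sets passed and 761 were shared with the first set.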

Statistical analysis of the microarray (*P* < 0.05 and fold-change ± 1.2) identified 933 differentially expressed genes out of 27,747 probes (Fig 4A and Table S1). Among the genes whose expression is most decreased in *Fzd9*^*KO/KO*^ pancreatic islets compared with *Fzd9*^*WT/WT*^ expression (fold-change < −2.5), we found several early response genes, comprising transcription factors and other cellular mediators of β-cell survival and stress response. 

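Early response genes, which cells switch on within minutes of a stimulus or stress, were lower as a group in KO islets. Of 65 measured immediate early genes, 31 fell past the threshold, none rose and 34 did not pass it, with a median log2 fold change of −0.65. Fosb, a partner of Jun in the AP-1 factor, had the largest fall, from 9.55 ± 1.17 (SD, n = 4) in WT to 6.06 ± 0.60 (SD, n = 4) in KO islets, a log2 fold change of −3.49 (standard error 0.54). Fos fell from 7.96 ± 0.98 to 5.87 ± 0.32 (SD, n = 4 each), by 2.09 on the log2 scale (standard error 0.44), and Jun from 9.37 ± 0.34 to 7.93 ± 0.02 (SD, n = 4 each), a log2 fold change of −1.45 (standard error 0.21).
Rgs2, a regulator of G protein signaling, fell on both of its probe sets, with log2 fold changes of −2.01 (standard error 0.32) and −1.13 (standard error 0.35). The stress-induced factors Npas4 and Atf3 fell by 1.97 (standard error 0.60) and 1.95 (standard error 0.61), and their KO and WT values overlapped. Egr1, a zinc finger factor induced by growth signals, and Klf6 had log2 fold changes of −1.46 (standard error 0.43) and −1.37 (standard error 0.31). Rasd1, a small Ras-like GTPase, had one of −1.29 (standard error 0.24). Irs2, which carries insulin and IGF signals, and Junb fell by 1.29 (standard error 0.36) and 1.22 (standard error 0.35). The microRNA genes Mir5124a and Mir1938 fell by 2.08 (standard error 0.61) and 1.68 (standard error 0.49) with overlapping values.
The mean level of the list was between 4.89 and 6.00 in the WT mice and between 4.45 and 4.62 in the KO mice, so that every WT mouse was above every KO mouse (exact two-sided permutation test, p = 0.0286, the smallest that 4 against 4 allow). The spread between mice was wider in WT, with an SD of 0.51 against 0.07 in KO, and without WT mouse 2 the median log2 fold change was −0.425. The list was lower than other genes by camera at an adjusted p = 2.25e-31. With an estimated correlation the adjusted p = 0.573 and the unadjusted p = 0.0221, which ends the call. None of these genes passed the adjustment over all probe sets, and 15 fell when adjusted over the list alone. None of these tests of the list is independent evidence, because Table S1 had been read when the list was written.

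**Figure D1:**
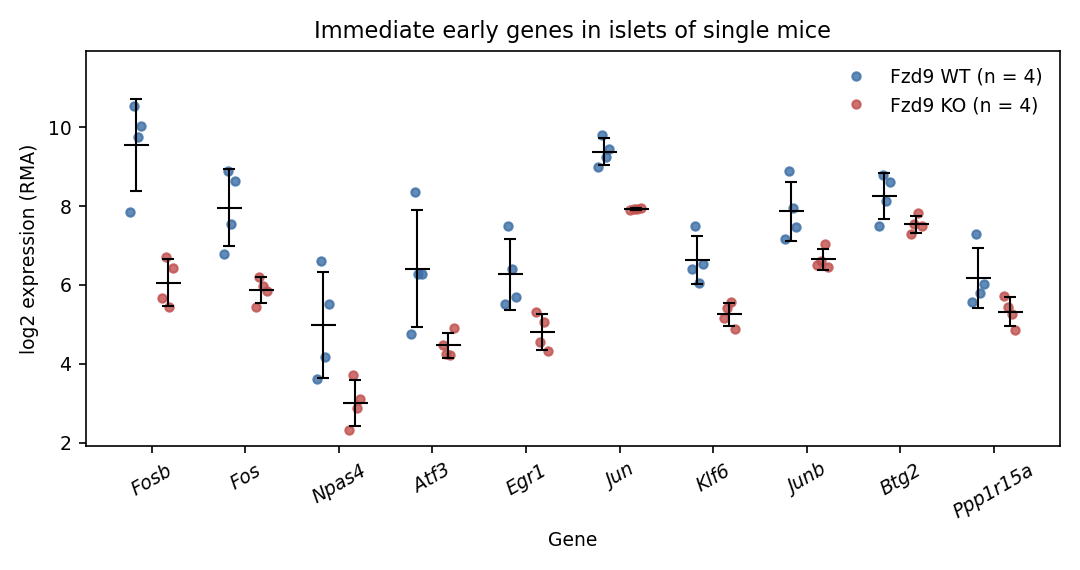
Log2 expression of 10 immediate early genes in islets of single mice, 1 point per mouse, in blue for Fzd9 WT and red for Fzd9 KO, with the mean as a horizontal line and the SD as bars (n = 4 each). For Fosb, Fos, Egr1, Jun, Klf6 and Junb the 4 KO points lie below the 4 WT points, and for Npas4, Atf3, Btg2 and Ppp1r15a they overlap.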

*JUNB* and *ATF3*, for instance, are known to coordinate a β-cell survival pathway during inflammation (Gurzov et al, 2012), whereas *NPAS4* is an important early mediator of β-cell stress response (Sabatini et al, 2013). Moreover, *RGS2* (Dong et al, 2017) and *IRS2* (Blandino-Rosano et al, 2016) regulate β-cell survival and mass.

Table S1 Multiple genes appear significantly up-regulated and down-regulated in the absence of Fzd9.

**Figure 4.**
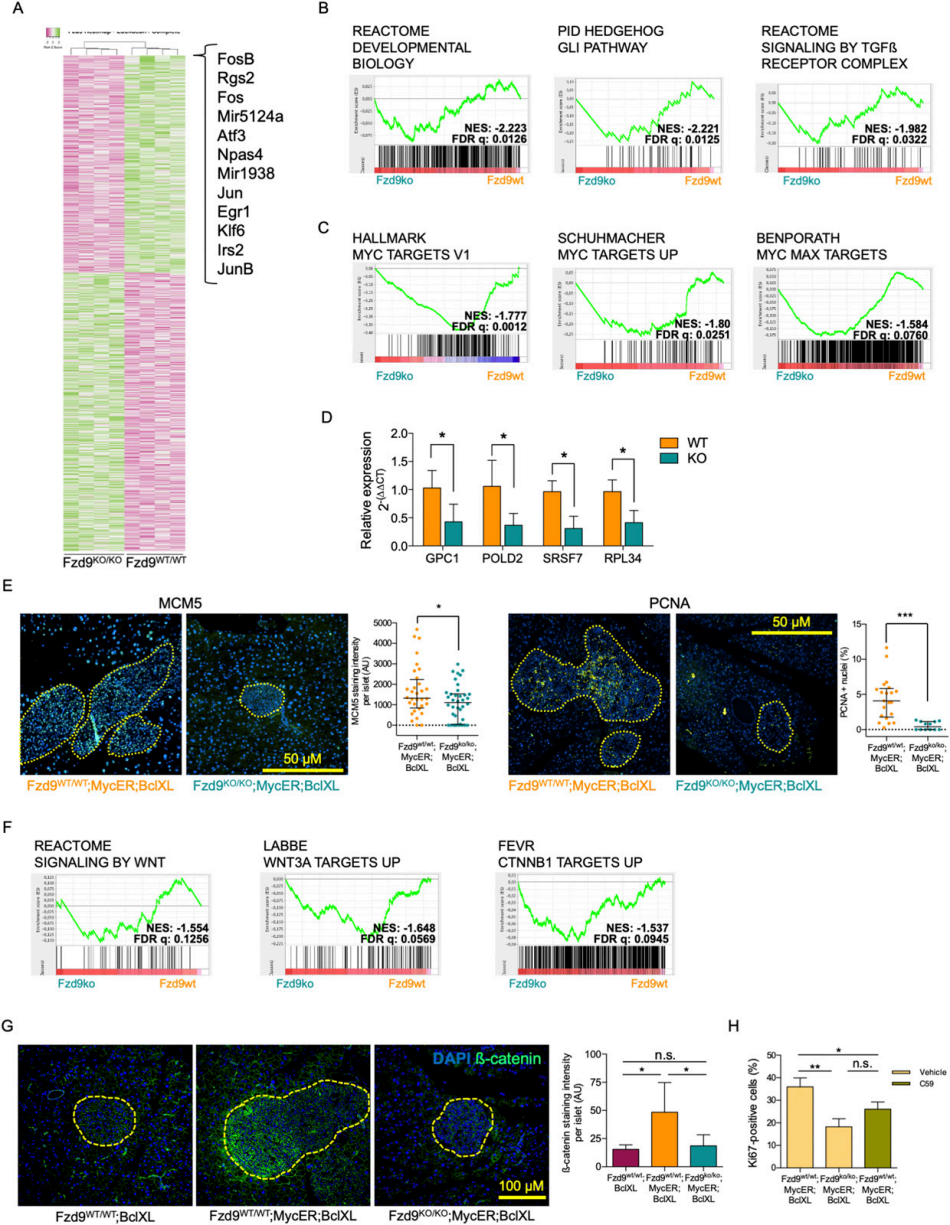
The absence of Fzd9 alters the expression of Myc-related, differentiation and Wnt signaling Gene Sets upon MycER activation. **(A)** Heat map of differentially expressed genes determined by microarray analysis performed on a pool of multiple isolated islets (∼20–40) from each of four *Fzd9*^*WT/WT*^*;MycER;BclXL* mice and four *Fzd9*^*KO/KO*^*;MycER;BclXL* mice. **(B, C)** Gene sets related to pancreatic differentiation and (C) Myc targets. **(D)** qRT-PCR analysis of genes related to Gene Sets shown in (B) (GPC1) and in (C) (POLD2, SRSF7, and RPL34). **(E)** Immunofluorescence stainings (20×) and quantification of MYC targets MCM5 and PCNA. Total MCM5 intensity and PCNA positive nuclei per islet are shown. **(F)** Gene sets related to Wnt signaling pathway identified in the Gene Set Enrichment Analysis as differentially expressed when comparing expression profiles. **(G)** β-catenin detected by immunofluorescence (10×) in pancreatic tissue sections treated with tamoxifen for 3 d and its quantification in the islets. Total β-catenin intensity per islet area is shown. **(H)** Percentage of Ki67-positive cells in individual islets from *Fzd9*^*WT/WT*^*;MycER;BclXL and Fzd9*^*KO/KO*^*;MycER;BclXL* after 1 wk of tamoxifen treatment. An additional group of the *Fzd9*^*WT/WT*^*;MycER;BclXL* mice was pretreated for 2 d with the Wnt inhibitor C59 and then received both C59 + tamoxifen during 1 wk. Data information: in (D, G, H), data are represented as mean ± SD, whereas in (E), as median and interquartile range. **(D, E, G)** Statistical significance of differences was examined using *t* test (D), Mann-Whitney U test (E) and Tukey’s test (G). *, ** and *** indicate *P*-values below 0.05, 0.01 and 0.0001, respectively. **(E, G)** Scale bars: 50 μm in (E), 100 μm in (G). FDR, false discovery rate; NES, normalized enrichment score.

In addition, Gene Set Enrichment Analysis (GSEA) revealed significantly reduced mTORC1 signaling in *Fzd9*^*KO/KO*^ mice compared with *Fzd9*^*WT/WT*^ controls. 

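Genes of the mTORC1 list, which mTORC1 activity raises in many cells, were slightly lower on average in KO islets, though the genotypes overlapped. Of 181 measured members, 6 fell past the threshold, none rose and 175 did not pass it, with a median log2 fold change of −0.16. The members that fell were Hspa5, the chaperone BiP of the endoplasmic reticulum, by 0.87 (standard error 0.31), Ppp1r15a, which restarts translation after stress, by 0.86 (standard error 0.37), Psat1, an enzyme of serine synthesis, by 0.72 (standard error 0.24), Btg2, an antiproliferative early response gene, by 0.72 (standard error 0.29), and the cholesterol synthesis enzymes Hmgcs1 and Cyp51, by 0.68 (standard error 0.28) and 0.46 (standard error 0.19). Without WT mouse 1 Hspa5 fell by 0.58, and without WT mouse 2 Ppp1r15a fell by 0.48 and did not pass. None was lower when adjusted over the list alone. Rptor, which encodes the mTORC1 subunit Raptor, had a log2 fold change of 0.09 (standard error 0.19) and did not pass the threshold. The list was lower than other genes by camera at an adjusted p = 7.93e-07, and its normalized enrichment score was −2.25. With an estimated correlation the adjusted p = 0.673, which ends the call. Without WT mouse 1, whose mean over the list was the highest, the camera adjusted p = 0.143 and the median log2 fold change was −0.04, and without WT mouse 3 the median was −0.28. WT mouse 3 and KO mouse 1, whose acinar markers were the highest of their genotypes, had the lowest means of their genotypes over the list (5.13 and 5.16). WT mouse 3 thus lay below every KO mouse (5.16 to 5.44). The mean log2 fold change of the list was −0.17, with a standard error of the difference of the mouse means of 0.15. Without KO mouse 1 the score was −1.80. Of 25 genes of the mTOR signaling pathway itself in Reactome, none passed the threshold, and the list was not called by camera (adjusted p = 0.390). Without WT mouse 3 it was called lower, with an adjusted p of 0.0139.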

Importantly, mTORC1 signaling is necessary for β-cell proliferation, as Raptor knockdown has a direct impact on β-cell size, mass, and survival (Blandino-Rosano et al, 2017) (NES: −2.18, q < 0.001; Table S2).

Table S2 Various gene sets related to β-cell differentiation appear differentially expressed in the absence of Fzd9.

### Differentiation and Myc target gene sets are differentially expressed in the absence of Fzd9

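Genes that mark mature β-cells were slightly lower on average in KO islets at 3 d, though the mouse means of the genotypes overlapped. For genes that β-cells take up when they dedifferentiate, no shift was called. Of 41 measured β-cell identity genes, 2 fell, none rose and 39 did not pass the threshold, with a median log2 fold change of −0.17. Mnx1, a transcription factor that maintains β-cells, went from 4.85 ± 0.07 to 3.97 ± 0.09 (SD, n = 4 each), a log2 fold change of −0.88 (standard error 0.17), and Syt4, a synaptotagmin of secretory granules, had one of −0.81 (standard error 0.27). Of 29 dedifferentiation and disallowed genes none passed the threshold. Among them Serpina7 had a log2 fold change of −0.47 (standard error 0.21) and Tnfrsf11b of 0.52 (standard error 0.27). Ins2, an insulin gene, had a log2 fold change of −0.24 (standard error 0.35), and Gcg, the glucagon gene of α-cells, was at 9.41 ± 0.20 in WT and 8.94 ± 0.42 in KO islets (SD, n = 4 each), neither past the threshold. Nnat and Sytl4, both listed as β-cell identity genes, had log2 fold changes of −0.54 and −0.48 that did not pass it. Of 102 genes of insulin receptor signaling 1 fell (Irs2) and 2 rose, Dok1 by 0.48 (standard error 0.21) and Klb by 0.49 (standard error 0.22). Of 64 genes of Notch signaling 1 fell (Tle4), and of 19 genes of insulin processing none passed, Pcsk1, a protease that processes proinsulin, being at −0.60 (standard error 0.36). By camera the β-cell identity list was lower at an adjusted p = 0.00107, Notch signaling at an adjusted p = 0.00956 and insulin receptor signaling and insulin processing at an adjusted p = 0.0339 each, and with an estimated correlation no call is kept (adjusted p = 0.657 for β-cell identity and adjusted p = 0.673 for each of the other 3). The scores were −1.46, −1.66, −1.38 and −1.41, and by GSEA Notch signaling was called (adjusted p = 0.0291) while β-cell identity (0.0803), insulin receptor signaling (0.0927) and insulin processing (0.151) were not. The dedifferentiation list was not called by camera (adjusted p = 0.390). Its mean log2 level was 3.35 in WT and 3.30 in KO islets. Both lie below the 95th percentile of the receptors of the nose in WT (3.46), so a shift could be missed. Adjusted over the list alone, 1 β-cell identity gene (Mnx1) and no gene of the other lists passed. Mnx1 and Syt4 stand in Table S1 of the paper, which had been read when the list was written, so their falls are not independent evidence. Without WT mouse 1 the calls ended, with camera adjusted p-values of 0.0763 for β-cell identity (median log2 fold change −0.06), 0.193 for Notch signaling, 0.516 for insulin receptor signaling and 0.679 for insulin processing. They ended too without WT mouse 2 for Notch and insulin receptor signaling (0.0704 and 0.0691), without WT mouse 4 for insulin processing (0.102) and without KO mouse 1 for these 3 pathways (0.382, 0.234 and 0.461). KO mouse 1, whose acinar markers were the highest, had the lowest means over the β-cell identity (6.48) and insulin processing (5.53) lists, and without this mouse β-cell identity was still lower at a camera adjusted p of 0.0124.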

GSEA showed that several gene sets associated to β-cell differentiation were differentially expressed in MycER expressing *Fzd9*^*KO/KO*^*;MycER;BclXL* compared with *Fzd9*^*WT/WT*^ (Table S2). For instance, the expression of genes involved in developmental processes, including transcriptional regulation of pancreatic β-cell differentiation (https://reactome.org/content/detail/R-HSA-1266738) is significantly impaired (NES: −2.223; q: 0.0126). 

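Few genes of Reactome's Developmental Biology list differed between KO and WT islets. Of 347 measured genes, 6 fell past the threshold, none rose and 341 did not pass it, with a median log2 fold change of −0.07. Among those that fell were Actb and Actg1, the cytoplasmic actins, by 1.17 (standard error 0.28) and 0.64 (standard error 0.23). Ezr, which ties actin to the membrane, fell by 0.68 (standard error 0.22). Gpc1, a cell-surface heparan sulfate proteoglycan, was at 4.95 ± 0.43 in WT and 3.88 ± 0.72 in KO islets (SD, n = 4 each) on probe set 17215820, a log2 fold change of −1.07 (standard error 0.37), and fell on probe set 17548970 too, by 0.69 (standard error 0.30). None was lower when adjusted over the list alone. Of 20 genes of the Reactome list on regulation of β-cell development, which holds pancreatic transcription factors, none passed the threshold. The Actb probe set was dim for this gene, with 4.03 ± 0.56 in WT and 2.86 ± 0.15 in KO islets (SD, n = 4 each). The Developmental Biology list was not called by camera (adjusted p = 0.0663), and its score was −1.15. Regulation of β-cell development was not called either (adjusted p = 0.932). Leaving out WT mouse 3 or 4, or KO mouse 2 or 3, brings the Developmental Biology list past the limit, with adjusted p-values of 0.00311, 0.0346, 0.0294 and 0.0354 from camera.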

The Hedgehog/Gli pathway, whose up-regulation is responsible for β-cell dedifferentiation (Landsman et al, 2011), is significantly reduced (NES: −2.221, q: 0.0125), as is TGFβR signaling, also involved in β-cell dedifferentiation (Blum et al, 2014) (NES: −1.982, q: 0.0322) (Fig 4B). Together, these results show that several transcriptional programs engaged by Myc in β-cells, normally leading to their dedifferentiation, are significantly impaired in the absence of Fzd9.

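Few members of either pathway differed between KO and WT islets. Of 59 measured genes of the Hedgehog/Gli list 1 fell and none rose, with a median log2 fold change of −0.07. The gene that fell was Fbxw11, a ubiquitin ligase subunit that acts on Gli proteins and on β-catenin, by 0.58 (standard error 0.25). Hhat, which attaches palmitate to Hedgehog ligands, had a log2 fold change of −0.59 (standard error 0.33) and did not pass the threshold. In Reactome's Hedgehog list of 108 measured genes none fell and 1 rose, Gpr161, a receptor that restrains Hedgehog signaling, by 0.43 (standard error 0.19). Of 61 genes of signaling by the TGFβ receptor complex 2 fell and none rose. They were Rbl1, a relative of the retinoblastoma protein, with a log2 fold change of −0.59 (standard error 0.24), and Ppp1r15a. Bambi, a decoy TGFβ receptor, was at −0.68 (standard error 0.33) and did not pass. None of the 3 lists had a member past the test when adjusted over the list alone. By camera the adjusted p = 0.063 for Hedgehog/Gli, 0.125 for Reactome's Hedgehog list and 0.108 for TGFβ signaling, so that none was called. The scores were −1.39, −0.79 and −1.18. Without WT mouse 3 the Hedgehog/Gli and TGFβ lists were called, with camera adjusted p-values of 0.00279 and 0.000271, and without KO mouse 2 with 0.0260 and 0.0294. Without KO mouse 3 the Hedgehog/Gli list was called too, with 0.0456, and without WT mouse 3 Reactome's Hedgehog list, with 0.00587.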

Notably, GSEA also showed that several Myc-related gene sets are significantly down-regulated (Fig 4C and Table S3) along with Myc-related transcriptional programs like cell cycle, metabolism, and apoptosis (Fig S4A–C). 

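Myc target genes were slightly lower in KO islets as lists, by calls that end with an estimated correlation, and few single targets passed the threshold. Of 180 measured genes of the Myc targets V1 list 2 fell and none rose, with a median log2 fold change of −0.11, and of 54 genes of the V2 list the same 2 fell. They were Myc itself, from 4.62 ± 0.51 to 3.75 ± 0.24 (SD, n = 4 each), a log2 fold change of −0.87 (standard error 0.27), and Mcm5, a part of the DNA helicase that opens replication origins, with −0.64 (standard error 0.23). Whether the Myc probe set also reads the MycER transgene is not given in the sources used here. Rpl34, a ribosomal protein gene, was at 6.94 ± 0.75 and 6.43 ± 0.71 (SD, n = 4 each), and Pold2, a subunit of DNA polymerase δ, at 6.95 ± 0.26 and 6.66 ± 0.15 (SD, n = 4 each), log2 fold changes of −0.50 (standard error 0.44) and −0.29 (standard error 0.20) that did not pass. No probe set names Srsf7 alone in the annotation used. Mcm4, another helicase subunit, and Pcna, the sliding clamp of DNA polymerase, had log2 fold changes of −0.49 (standard error 0.30) and −0.38 (standard error 0.24) and did not pass.
Of 369 genes of the mitotic cell cycle 10 fell and none rose. Among them were Tuba1a, an α-tubulin, by 0.74 (standard error 0.29), Rfc5, a loader of the sliding clamp, by 0.67 (standard error 0.26), Cep76, a centriole protein, by 0.52 (standard error 0.20), and Itgb3bp, a centromere protein, by 0.51 (standard error 0.19). Of 77 proliferation genes 3 fell, Chaf1b, a histone chaperone of replication, by 0.67 (standard error 0.27) with Mcm5 and Rfc5. Mki67, which encodes the proliferation marker Ki67, was at 6.25 ± 0.59 in WT and 6.62 ± 0.35 in KO islets (SD, n = 4 each) and did not pass. Of 112 genes of the G1 and G1/S phases 2 fell.
Of 464 genes of lipid metabolism 12 fell and 2 rose. Coq3, of coenzyme Q synthesis, fell by 0.83 (standard error 0.21) and Lss, of cholesterol synthesis, by 0.71 (standard error 0.25), while Cyp2c37 and Hsd17b3 rose by 0.69 (standard error 0.23) and 0.53 (standard error 0.18) from levels of 1.57 and 1.73 in WT. Of 23 genes of pyrimidine metabolism 1 fell, Cda, by 0.65 (standard error 0.28), and without KO mouse 1 it fell by 0.39 and did not pass. No gene of 48 in glutathione metabolism passed, Gstm4 and Gpx7 being at 0.59 and −0.57. In the intrinsic pathway of apoptosis, among 35 genes, Bak1, a pore-forming killer protein, fell by 0.62 (standard error 0.20). The granzyme Gzmf rose from a level of 1.87 in WT.
By camera Myc targets V1 were lower at an adjusted p = 0.00234, V2 at an adjusted p = 0.00956 and the mitotic cell cycle at an adjusted p = 0.0150, with scores of −1.80, −1.63 and −1.38. With an estimated correlation the adjusted p = 0.673 for each of the 3, and no call is kept. Lipid metabolism (adjusted p = 0.0867), pyrimidine metabolism and the G1 and G1/S phases (0.0630 each), glutathione metabolism (0.126), proliferation genes (0.290) and intrinsic apoptosis (0.632) were not called. For apoptosis the median of −0.05 and the score of 1.07 differ in sign, and lipid metabolism had a score of −1.07. None of these lists had a member that passed when adjusted over the list alone. Cyclic loess normalization ends the calls of Myc targets V1, V2 and the mitotic cell cycle, with camera adjusted p-values of 0.112, 0.114 and 0.253. Without WT mouse 1 the V1 list turned upward, with a median of 0.01 and an adjusted p of 0.698, and the calls of V2 and the cell cycle ended at 0.342 and 0.516. Without WT mouse 3 the V1 median was −0.25. WT mouse 3 and KO mouse 1, whose acinar markers were the highest of their genotypes, had the lowest means of their genotypes over V1 (5.97 and 6.19) and V2 (5.605 and 5.58). Over V1, WT mouse 3 lay below every KO mouse (6.19 to 6.36). Without WT mouse 4 all 3 calls ended (0.0538, 0.102 and 0.233), without KO mouse 1 those of V2 and the cell cycle (0.234 and 0.149) and without KO mouse 4 that of the cell cycle (0.0563). Without WT mouse 3 lipid metabolism, the G1 and G1/S phases, pyrimidine and glutathione metabolism and proliferation genes were called, with 0.00306, 4.08e-05, 0.0139, 0.00597 and 0.0246, and all of these but glutathione metabolism without KO mouse 2 as well, with 0.0390, 0.0294, 0.0294 and 0.0500. Without WT mouse 2 the G1 and G1/S phases (0.0269) and without WT mouse 4 pyrimidine metabolism (0.0477) were called.

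**Figure D2:**
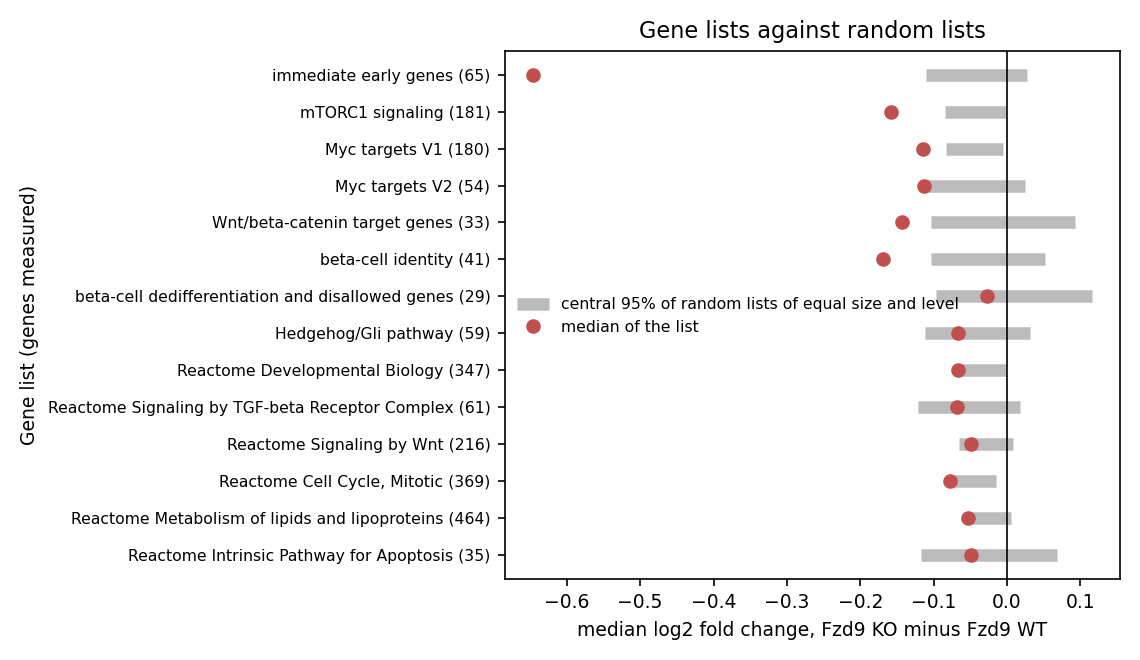
Median log2 fold change of KO minus WT islets for 14 gene lists, with the number of genes measured, as red points. Grey bars give the central 95% of the medians of 10000 random lists of the same size and level. The genes of these lists were drawn singly, so the bars do not allow for genes that vary together. A point outside its bar therefore does not exclude chance. The immediate early genes lie far below their bar, at −0.65, while Myc targets V2 and the dedifferentiation, Hedgehog/Gli, TGFβ, Wnt signaling and intrinsic apoptosis lists lie inside theirs and the other 7 outside.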

The fact that the absence of only one Myc target gene is able to affect the expression of a number of Myc-related signatures reveals Fzd9 as a key effector of Myc-driven reprogramming of pancreatic β-cells.

Table S3 Various Myc-related gene sets appear differentially expressed in the absence of Fzd9.

**Figure S4.**
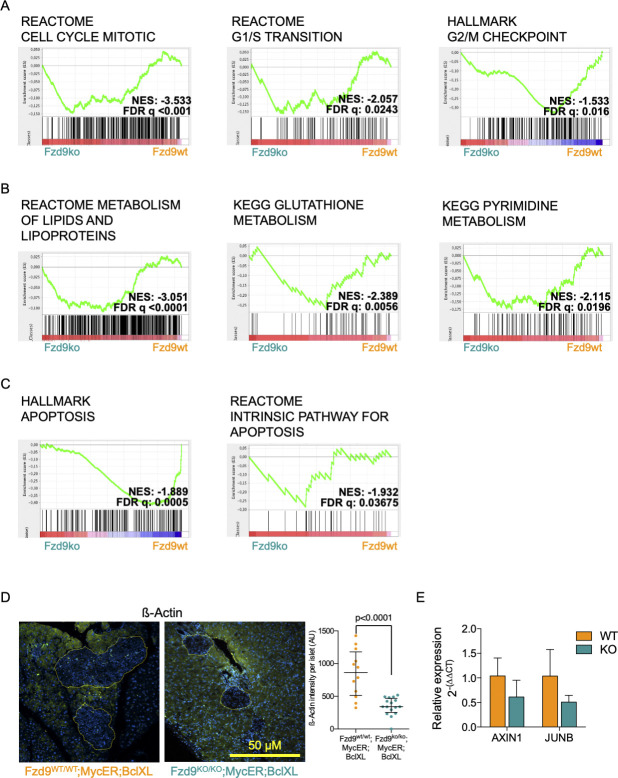
Cell cycle, metabolism and apoptosis gene sets appear differentially expressed in the absence of Fzd9. **(A, B, C)** Gene sets differentially expressed when MycER is activated in *Fzd9*^*WT/WT*^*;MycER;BclXL* versus *Fzd9*^*KO/KO*^*;MycER;BclXL* related to Myc-related programs: (A) cell cycle, (B) metabolism, and (C) cell death. **(D)** Immunofluorescence staining and quantification of β-Actin in pancreatic islets from Fzd9 wt and knockout mice (related to Fig 4F) (Mann-Whitney U test). **(E)** qRT-PCR analysis of genes related to WNT-β-catenin pathways (related to Fig 4F).

We validated the transcriptional regulation in pancreatic islets observed in the GSEA by performing qRT-PCR of some of the identified differentially regulated genes after 3 d of tamoxifen-induced MycER activation in *Fzd9*^*KO/KO*^ and *Fzd9*^*WT/WT*^ mice (Fig 4D). We observed that, consistent with the microarray data, GPC1 (belonging to Developmental Biology Gene Set), RPL34, SRSF7 and POLD2 (MYC Targets Gene Set), were significantly down-regulated. This confirms—using a distinct quantitative method—the Fzd9-mediated transcriptional regulation of several MycER targets previously observed by microarray analysis.

We complemented this validation approach by performing immunofluorescence stainings for other down-regulated MYC target genes (namely, MCM5 and proliferating cell nuclear antigen [PCNA]) on pancreatic islets after 1 wk of MycER activation and confirmed their reduced expression in the islets of *Fzd9* knockout mice (Fig 4E).

### Wnt signaling is engaged by Fzd9 and acts as a downstream effector of Myc-induced tumorigenesis

Given the role of Fzd9 in Wnt signaling, this pathway seemed a priori a good candidate that could contribute to the multiple Myc-dependent phenotypes observed when MycER is activated. In fact, Wnt signaling has been shown to regulate pancreatic β-cell proliferation (Rulifson et al, 2007). However, as previously noted, there was no detectable difference in the histology of pancreata from *Fzd9*^*KO/KO*^ and *Fzd9*^*WT/WT*^ mice (Fig S1), indicating that the absence of this receptor is not rate limiting at least during normal development of the organ. Nevertheless, in MycER-activated islets, there are significant differences in Wnt-related gene sets between *Fzd9* knockout versus wild-type cells (*Fzd9*^*KO/KO*^*;MycER;BclXL* versus *Fzd9*^*WT/WT*^*;MycER;BclXL*) (Fig 4F). Moreover, qRT-PCR analysis of AXIN1 and JUNB, genes belonging to WNT and β-Catenin Gene Sets, respectively, confirmed their down-regulation, although they did not reach statistical significance (*P* = 0.11 and 0.099, respectively; Fig S4E). In addition, immunofluorescence staining for β-Actin, part of Labbe WNT3A Targets up Gene Set (Fig 4F), showed that in the absence of Fzd9 expression, β-Actin levels are significantly lower in pancreatic islets (Fig S4D).

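A short list of Wnt target genes was lower in KO islets, while the components of the pathway showed no common shift. Of 33 measured Wnt/β-catenin target genes 2 fell (Jun and Myc) and 1 rose, with a median log2 fold change of −0.14. The rise was that of Dkk2, a secreted Wnt modulator, by 0.48 (standard error 0.19) from a level of 2.99 in WT. The mean level of the list was 4.12 to 4.23 in the WT mice and 3.96 to 4.05 in the KO mice, so that these did not overlap. Jun and Myc, with log2 fold changes of −1.45 and −0.87, weigh on this mean, and the mean without them was not computed. Jun is also one of the immediate early genes and stands in Table S1, which had been read when the list was written. Of 216 genes of Reactome's Wnt signaling list 2 fell and none rose. They were Tle4, a corepressor of TCF factors, from 5.10 ± 0.11 to 4.43 ± 0.14 (SD, n = 4 each), a log2 fold change of −0.66 (standard error 0.18), and the ligand Wnt4, with −0.69 (standard error 0.22). The same 2 of 155 genes fell in the list of TCF-dependent signaling. Of 62 Wnt pathway components Wnt4 and the Wnt5a receptor Ror1 fell, the latter by 0.52 (standard error 0.21), with a median of 0.02 and a mean of −0.02. None of the 10 frizzled receptors passed, Fzd7 being at −0.55 (standard error 0.30). Dkk1, a Wnt antagonist that Wnt signaling itself induces, was at −0.46 (standard error 0.22), Axin1 at −0.21 (standard error 0.28) and Porcn, which acylates Wnt ligands, at 0.30 (standard error 0.23), none past the threshold. Ctnnb1, which encodes β-catenin, was at 5.92 ± 0.36 in WT and 5.91 ± 0.48 in KO islets (SD, n = 4 each). By camera the target list was lower at an adjusted p = 0.0163. With an estimated correlation the adjusted p = 0.573 and the unadjusted p = 0.0175, which ends the call, and 1 gene (Jun) passed when adjusted over the list alone. Wnt signaling and TCF-dependent signaling (adjusted p = 0.0630 each), frizzled receptors (0.290) and Wnt components (0.714) were not called, and the score of Wnt signaling was −1.18. The median of the target list was −0.08, −0.09, −0.03 and −0.09 without WT mouse 1, 2 or 3 or KO mouse 3. Without KO mouse 1 it had a camera adjusted p = 0.0652, and without WT mouse 3 or KO mouse 2 Wnt signaling (0.000616 and 0.0294) and TCF-dependent signaling (0.000754 and 0.0404) were called. The paper chose 3 d of tamoxifen to find differences that precede the changes in the tissue. From the gene sets that were lower in KO islets it concludes that programs by which Myc dedifferentiates β-cells are impaired without Fzd9, and that Fzd9 is a key effector of the reprogramming by Myc.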

Similarly, immunofluorescence against β-catenin revealed significantly increased protein levels of this Wnt signaling downstream effector in *Fzd9*^*WT/WT*^*;MycER;BclXL* islets compared with their MycER-deficient counterpart *Fzd9*^*WT/WT*^*;BclXL* (Fig 4G), whereas β-catenin staining remained low in *Fzd9*^*KO/KO*^*;MycER;BclXL* cells. Hence, the Wnt signaling pathway, clearly engaged when Myc is active, appears dramatically affected by the absence of Fzd9.

Given these results and the well-established role of Frizzled receptors in Wnt signaling, we wondered whether pharmacological Wnt inhibition would be capable of recapitulating the Fzd9 tumor-resistant phenotype. To verify this hypothesis, we made use of C59, a potent inhibitor of *porcupine* (PORCN) that blocks Wnt palmitoylation, Wnt secretion and biological activity (Proffitt et al, 2013). *Fzd9*^*WT/WT*^*;MycER;BclXL* mice were pretreated with C59 for 2 d, followed by 1 wk of C59/tamoxifen co-treatment. Then, pancreata from these C59-treated *Fzd9*^*WT/WT*^*;MycER;BclXL* mice, as well as mice treated with tamoxifen alone (*Fzd9*^*KO/KO*^*;BclXL, Fzd9*^*WT/WT*^*;MycER;BclXL and Fzd9*^*KO/KO*^*;MycER;BclXL*) were collected and stained to assess Ki67 positivity. Analysis of individual islets shows that, as described above (Fig 3D), when MycER is activated, cell proliferation in *Fzd9*^*KO/KO*^*;MycER;BclXL* islets was significantly lower when compared with their *Fzd9*^*WT/WT*^*;MycER;BclXL* counterparts (18.28% ± 3.5% versus 35.99% ± 3.9%). Notably, when the Fzd9-proficient mice were treated with C59, the proliferation rate was also significantly decreased (26.05% ± 3.2%) (Fig 4H), indicating that Wnt inhibition by C59 is able to largely mimic the phenotype of the Fzd9-deficient mice.

## Discussion

A vast amount of data in the literature points at Wnt signaling as one of the major culprits in solid and liquid tumors (Zhan et al, 2017) and Wnt pathway inhibition via the targeting of Frizzled receptors has been suggested as a potential strategy to decrease growth and tumorigenicity of human tumors (Gurney et al, 2012). Our data indicate that simply inhibiting one receptor at a time (namely Fzd9) could be sufficient to achieve a significant therapeutic impact at least in some tumorigenic contexts, with the advantage of reducing potential side effects associated with the simultaneous inhibition of multiple Frizzled family members. Whereas Myc expression has been traditionally placed downstream of the Wnt signaling pathway, as previously discussed, others have indicated otherwise (Cowling & Cole, 2007). Here, we demonstrate for the first time the key role of the Wnt receptor Fzd9 and Wnt signaling in Myc-induced insulinomas. In this context, whereas previous results suggest that targeting Fzd9 may not be the best strategy for cancer therapy because of its dual pro- and anti-tumorigenic character (Zeng et al, 2018), our data indicate that it might be at least a valuable target when up-regulated in Myc-driven malignancies. In addition, our results suggest the existence of a novel positive feedback loop between Myc and Wnt signaling: deregulation of Myc might enhance Wnt signaling by up-regulation of Fzd9, which would, at the same time, promote Myc overexpression/deregulation—because Myc is a bona fide downstream target of Wnt—thus feeding again Wnt signaling through Fzd9. It should be noted that both our genetic and pharmacological approach to delete Fzd9 and interfere with Wnt signaling, respectively, are systemic and not specific for the islets of Langerhans only. Hence, we cannot exclude that such a positive feedback loop between Myc and Wnt can also have cell autonomous implications.

The identification of Fzd9 as a key Myc-driven tumorigenic effector is particularly relevant in view of the fact that, even if Myc is one of the “most wanted” cancer targets, several direct, and indirect Myc inhibition strategies have failed because of lack of efficacy and high toxicity derived from low specificity (Whitfield et al, 2017). Thus, identification of key tumorigenic effectors and their selective targeting represents an alternative strategy to achieve high therapeutic impact in Myc-deregulated malignancies. Here, we have described a good example of this alternative approach.

## Materials and Methods

### Generation and maintenance of genetically engineered mice

*pIns-MycER*^*TAM*^*;RIP7-Bcl-x*_*L*_ and *Fzd9*^*KO/KO*^ mice have been previously described (Pelengaris et al, 2002; Zhao et al, 2005). All the animal studies were performed in accordance with the ARRIVE guidelines and the 3 Rs rule of Replacement, Reduction and Refinement principles. Animals were maintained and treated in accordance with protocols approved by the CEEA (Ethical Committee for the Use of Experimental Animals) at the Vall d’Hebron Institute of Oncology. Mice (both males and females) between 8 and 12 wk old were used.

### Preparation and administration of tamoxifen and C59

Tamoxifen (Sigma-Aldrich) was dissolved in peanut oil (Thermo Fisher Scientific) at 10 mg/ml. Aliquots of 1 ml were prepared and frozen at −20°C. This injectable solution was administered to mice by intraperitoneal injection (6 μl/g) every 24 h. 1 ml-syringes and 27 G needles were used for injection.

The Wnt inhibitor C59 was formulated in PEG400 (Sigma-Aldrich) at 2 g/l. C59 in PEG400 was aliquoted and stored at 4°C. Right before each treatment, an equal amount of water (1:1) was added to make a final concentration of 1 g/l of C59 in 50% PEG400. Mice were then treated with a daily dose of 10 mg/kg by oral gavage for seven consecutive days. A mixture 1:1 dilution of water and PEG400 was used as vehicle for C59-untreated animals.

### Immunostaining of pancreas sections

18 h after the last administration of tamoxifen, mice were euthanized with CO_2_ and pancreata collected. For BrdU staining, 150 μl of BrdU (Sigma-Aldrich) at 5 mg/ml were intraperitoneally injected 2 h before euthanasia.

For histological analysis, mouse pancreata were fixed with paraformaldehyde through systemic cardiac perfusion, collected in cassettes and further incubated in paraformaldehyde for 24 h. Tissues were then paraffin-embedded, and 5-μm sections cut and stained by H&E. Additional sections were used to perform immunostaining. In short, sections were deparaffinized, rehydrated, and subjected to high-temperature antigen retrieval in 10 mM citrate buffer (pH 6.0). Primary antibodies were as follows: anti-BrdU (Clone BU1/75; Bio-Rad), anti-Ki67 (SP6; Abcam), anti-Meca32 (Meca32; BD Biosciences), anti-insulin (EPR17359; Abcam), anti-glucagon (K79bB10; Abcam), anti-β-catenin (D10A8; Cell Signaling), anti-MCM5 (ab75975; Abcam), anti-PCNA (307904; BioLegend), and anti-β-Actin (A-5441; Sigma-Aldrich). Samples were incubated with primary antibodies overnight in blocking buffer (2.5% BSA, 0.3% Triton X-100 in PBS), sections were washed, and species-appropriate secondary applied, either Alexa Fluor 488 dye–conjugated antibodies (Thermo Fisher Scientific) or Vectastain ABC kit and DAB reagents (Vector Laboratories). Fluorescence antibody-labeled slides were mounted in DAKO fluorescent mounting medium containing 1 μg/ml DAPI counterstain.

### Microarray analysis of pancreatic islets

Genome-wide expression analysis was performed in isolated pancreatic islets. Briefly, tamoxifen-treated *Fzd9*^*WT/WT*^*;MycER;BclXL* and *Fzd9*^*KO/KO*^*;MycER;BclXL* (n = 4) mice were euthanized by cervical dislocation. Pancreata were inflated with Collagenase P (6 ml/mouse at 0.7 mg/ml) (Roche) in HBSS injected through the bile duct. Tissues were transferred to vials containing 5 ml of Collagenase P and incubated for 20 min at 37°C with gentle shaking. Digested pancreata were poured into 50 ml tubes and washed with cold HBSS by filling the tube, performing a short spin up to 652*g* and removing the supernatant. Pellets were resuspended in 5 ml and exocrine tissue further removed by filtering the suspension through 100 μm restrainers. Then, tissue remaining in the filter was placed in a 6 cm plate in 4 ml of cold HBSS. Pancreatic islets were visualized with the help of a magnifier by addition of dithizone at 0.02 g/l, hand-picked and transferred into a clean 1.5 ml tube.

RNA from islets was isolated, DNAse-treated and quality assessed through Agilent 2100 Bioanalyzer. RNA was reverse-transcribed to generate cDNA. Microarray was performed using a Mouse Gene Array 2.1 ST (Affimetryx). GSEA was performed using publicly available software provided by the Broad Institute (version 3.0) with the Hallmarks, Curated, Motif, gene ontology, Oncogenic Signatures and Immunological Signatures gene sets from the MsigDB (Subramanian et al, 2005). The number of permutations was set to 1,000 and the genes were ranked according to Signal2Noise. Heat map was generated using Heat mapper (Babicki et al, 2016). Hierarchical clustering was performed applying complete linkage method and based on Euclidean distance.

### qRT-PCR validation of microarray

qRT-PCR validation was performed in isolated pancreatic islets. Briefly, *Fzd9*^*WT/WT*^*;MycER;BclXL* (n = 3) and *Fzd9*^*KO/KO*^*;MycER;BclXL* (n = 3) were treated with tamoxifen for 3 d and pancreatic islets were then isolated from them following the protocol described in the previous section. RNA was then extracted from the samples using RNeasy kit (QIAGEN) and quantified using NanoDrop. Equal amounts of RNA were then DNAse-treated (NEB) and reverse transcribed to generate cDNA using iScript Reverse Transcription Supermix for RT-qPCR (Bio-Rad). SYBR green qRT-qPCR analysis was then performed on these cDNA samples with PerfeCTa SYBR Green FastMix, Low Rox (Quantabio) using QuantStudio 6 FLEX system (Applied Biosystems). The data thus obtained were analyzed following the comparative (ΔΔCT) method described in Livak and Schmittgen (2001). *B2M* (Beta-2-microglobulin) was used as the housekeeping gene. Based on our hypothesis and the data from the microarray, statistical analysis was performed using one-tailed *t* test. Sequences of primers used are listed in Table S4.

Table S4 Sequences of primers used for qRT-PCR analysis.

### Image and statistical analysis

Islet size was quantified using ImageJ. Immunofluorescence (BrdU, Insulin, Glucagon, β-catenin, MCM5, PCNA, β-Actin) and Immunohistochemistry (Ki67) stainings were quantified using ImageJ and Qupath (Bankhead et al, 2017), respectively. All data were represented and analyzed using GraphPad Prism 6. One-way ANOVA and Tukey’s test, or Kruskal–Wallis followed by Dunn’s test were used to assess statistical significance when analyzing three groups of parametric or non-parametric distributions. Analysis of two groups were performed with *t* test or Mann–Whitney. For each experiment, at least three animals per group were used and multiple islets quantified. Results are shown as mean ± SD or median and interquartile range, accordingly. Statistical significance was considered when *P* < 0.05.

## Data Availability

Microarray data were deposited under accession number GSE167073.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

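Gene expression was measured in pancreatic islets of 4 Fzd9 WT and 4 Fzd9 KO mice, all carrying MycER and BclXL and all given tamoxifen for 3 d, on 1 Affymetrix Mouse Gene ST array per mouse. The 8 arrays are all the samples of the series. The sample labels call the tissue insulinoma and the paper calls it pools of islets, and this conflict was left open. The values used are log2 expression, made by the authors with RMA before they were deposited (RMA and Partek are named in the submitters' notes, without versions or settings). The array medians were not equal as deposited, and no normalization was added in the main analysis. The number of arrays limits the precision. Mouse numbers recur in both genotypes and do not pair the mice.

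The 41345 probe sets were all tested, without a filter. Gene symbols were taken through Entrez ID for 23328 probe sets, and only probe sets with exactly 1 symbol are named. KO was compared with WT by limma (version 3.58.1 under R 4.3.3) with its moderated statistics. A probe set was counted at the threshold of the paper, an unadjusted p under 0.05 and a fold change of at least 1.2, and also at a Benjamini-Hochberg adjusted p under 0.05. Wherever a gene is said to rise or fall, the first of these is meant. The paper's text names no test for the arrays.

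Lists of genes were tested with limma's camera at a preset correlation of 0.01 between genes, on 22180 genes with their brightest probe set, and adjusted over 52 lists. The lists cover Myc and mTORC1 targets, Wnt, Hedgehog, Notch and TGFβ signaling, immediate early genes, stress responses, proliferation, metabolism, apoptosis, markers of islet cell types and of other cell types that an islet preparation can hold, and Reactome pathways that come with fgsea. The Hallmark-like lists were written from general knowledge, since the MSigDB files were not at hand, so their members differ from those of the paper. Table S1 and values printed in the figures had been read when the lists and the rule for named genes were written. GSEA was run with fgsea (version 1.28.0) on the signal-to-noise ratio, each SD being at least 0.2 of its mean, with 1000 gene permutations. The paper states the ranking and the number of permutations and does not state whether genes or samples were permuted. Level-matched ranges came from 10000 random lists drawn within 50 bins of expression. Their genes were drawn singly, so the ranges do not allow for genes of a list that vary together.

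The genes named were set by a rule, which took the genes the paper names for the arrays, the 10 largest falls and 10 largest rises without overlap between the genotypes (over all probe sets with 1 gene, and over those above the median level), and up to 4 members of each list by p. The rule gives 210 probe sets, and 116 of them are in the text. The result of 1 further gene is not reported here. The choice of those in the text was made after their values and a first search for outlying mice had been seen. Among the 210, 31 of 524 groups of 4 mice held an outlying mouse, where 26.2 are due by chance, and among those in the text 16 of 336, where 16.8 are due. The alternatives for enrichment scores were limited, after a first run, to the 14 lists whose score the text compares.

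The alternatives were the t-test of the paper's statistics section, limma with a trend, with robust statistics or with array weights, a limit to bright probe sets or to those with 1 gene, 3 further normalizations (quantile, centring, cyclic loess), the mouse number as a block, other set tests, the mean of a gene's probe sets, other rankings for GSEA, and leaving out each mouse in turn. Leaving out WT mouse 3 and KO mouse 1 together was added after seeing the data. All 35 ways to split the 8 arrays into groups of 4 were run. The steps were tested on simulated data. Of 100 probe sets with an added log2 change of 1, 80 passed the threshold and 6 the adjustment, and with a change of 2, 100 and 84 did. Of the unchanged probe sets, 2037 passed the threshold and 4 the adjustment. Camera called the mTORC1 list, which was given a log2 shift of −0.3, and no other. The simulated noise was independent between genes, so this says nothing about false calls of lists whose genes vary together. Predictions for the tests in the closing section were written after the number of called lists had been seen and before the splits, the alternatives or the single lists were looked at, except where the text says otherwise. The qRT-PCR, immunofluorescence, BrdU and Wnt inhibitor experiments have no deposited values and were left out.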

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

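The tests of the early response genes after cyclic loess, of the lists whose call cyclic loess ends, of the Fzd9 level against receptors of the nose, and of the count of adjusted probe sets over the splits were chosen after their results were seen, and the setting without WT mouse 3 and KO mouse 1 after the data were seen.

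In 16 of 336 groups of 4 mice, 1 mouse lay far from the other 3, where chance gives 16.8. For WT mouse 3 these were Syt4 at log2 5.77 (others 6.49 to 6.62), Psat1 at 4.19 (others 4.72 to 4.76), Nnat at 7.87 (others 6.95 to 7.04), Mcm4 at 3.97 (others 4.96 to 5.16) and the mean of 2 erythroid markers at 3.19 (others 2.20 to 2.34). For the other WT mice they were Gstm4 at 3.48 in mouse 2, ND6 at 6.65 in mouse 1, and Olfr898 at 3.17 and Vmn2r81 at 1.44 in mouse 4. For KO mouse 2 they were Actb at 3.09 (others 2.76 to 2.81), Actg1 at 6.62 and the mean of the cholesterol synthesis genes at 4.62 (others 4.29 to 4.34). For the other KO mice they were Hspa5 at 6.68 in mouse 3, Cyp51 at 2.67 and Fzd9 at 2.01 in mouse 4, and Olfr1104 at 4.27 in mouse 1.

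The immediate early genes, led by Fosb, Fos and Jun, were lower in KO islets. Of the 35 splits of the arrays 1, the real one, reached a camera p as low (4.33e-33, against 1.74e-20 for the lowest of the others), but this does not exclude chance, because 19 genes of the list stand in Table S1 of the paper, which comes from the same arrays and was read before the list was written. The tables argue against WT mouse 3 and KO mouse 1, which stand apart, and against a shift that depends on expression level, as whole causes: without both arrays the median log2 fold change of the list was −0.68, and after cyclic loess it was −0.59. A response to the isolation of the islets that was stronger in WT stays open, since the heat shock chaperones were lower too, with a median of −0.35 (standard error of the difference of the mouse means 0.30) and Dnajb1 and Hsph1 past the threshold. The 2 lists did not move together over the WT mice, however. WT mouse 1 had the highest heat shock mean (6.39) and the lowest immediate early mean of the WT mice (4.885). WT mouse 3 lay below every KO mouse for heat shock (5.03, KO 5.20 to 5.49) and above every KO mouse for immediate early genes (4.95, KO 4.45 to 4.62). Chance, as the call ends with an estimated correlation, and the genotype stay open too, and no sample in the series parts them.

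By camera at the preset correlation of 0.01, 16 lists were called lower in KO islets, among them mTORC1 and Myc targets, and 3 higher. Every one of these calls ends with an estimated correlation (0 lower and 0 higher). No list was called by fry either (0 lower and 0 higher), which tests a list against no change and not against other genes. Chance cannot be excluded for this number, since 15 of the 35 splits called as many as the real 19 (highest other 36), nor for the 1444 probe sets (29 splits, highest other 3655, in a split that puts WT mouse 3 and KO mouse 1 on the same side, as the next 3 largest do, which points to a structure of the samples). The tables argue against WT mouse 3 and KO mouse 1 together as the whole cause of the calls at the preset correlation. Without both, 14 of the 16 stayed called, Notch signaling and the Wnt targets being lost. Staying called is a weak test, since that setting called 28 lists lower. The medians of Notch signaling, Wnt targets, apoptosis regulators and insulin receptor signaling shrank without both, and those of the other lists called lower grew. Many calls rest on single mice, since 9 of the 16 stayed without KO mouse 1 alone, 5 without WT mouse 1 and 12 each without WT mouse 2 or 4, and the lists called lower rose to 32 without WT mouse 3 and to 29 without KO mouse 2. The tables also argue against a shift that depends on expression level as the whole cause, since the median of 3 of the 16 lay inside the range of level-matched lists, and after cyclic loess, which brought the correlation of fold change with level from −0.146 to 0.00212, 8 lists outside that range kept their call at the preset correlation (mTORC1, immediate early genes, heat shock, the unfolded protein response, β-cell identity, Wnt targets, cholesterol synthesis and SRF targets), for which the genotype and chance stay open. For the other 8, 3 of them inside the range, a shift and a change of the lists cannot be told apart, since their calls ended after cyclic loess, with these mean log2 fold changes before and after (standard error of the difference of the mouse means): Myc targets V1 −0.11 (0.17) and −0.07 (0.10), V2 −0.13 (0.12) and −0.09 (0.05), stromal markers −0.21 (0.37) and −0.19 (0.37), apoptosis regulators −0.12 (0.07) and −0.10 (0.06), the mitotic cell cycle −0.07 (0.09) and −0.04 (0.04), Notch signaling −0.12 (0.11) and −0.08 (0.07), insulin receptor signaling −0.10 (0.08) and −0.08 (0.05), and insulin processing −0.16 (0.18) and −0.12 (0.11). All of these means shrank, least those of stromal markers, apoptosis regulators and insulin receptor signaling, which lay outside the range. Their medians went from −0.22 to −0.19, −0.16 to −0.13 and −0.10 to −0.08, which does not speak for a shift. Insulin processing kept its median (−0.15 before and after) but not its mean. Its median lay inside the range, so the kept median does not count against a shift. The adjusted p of these lists lay near the limit before cyclic loess (0.0423, 0.0403, 0.0339 and, for insulin processing, 0.0339).

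Fzd9 was not separated between the genotypes, at −0.35 (standard error 0.34). The WT level lay at percentile 86.9 of 1400 receptor probe sets of the nose, below their 95th percentile of 3.46, which is consistent with a probe set that reads near background in both genotypes. A probe set outside the deleted part of the gene stays open, as its place is not given in the sources used.

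For the Wnt target list 1 of the 35 splits, the real one, reached a camera p as low (0.00471, lowest other 0.0189), but this does not exclude chance, because 14 lists were tested this way, 1 of 35 is the smallest share there is, and Jun, which stands in Table S1, is a member. Its call was lost without KO mouse 1 (adjusted p 0.0652, range over the mice left out 0.0131 to 0.0652), without WT mouse 3 and KO mouse 1 (0.0536, the median going from −0.14 to −0.07) and with the correlation estimated (0.573). Nor can chance be excluded for mTORC1 (7 splits, p 6.10e-08, lowest other 1.73e-15), Developmental Biology (13, p 0.0357, 5.62e-06), β-cell identity (3, p 0.000184, 2.53e-05), dedifferentiation (22, p 0.345, 0.00532), Hedgehog/Gli (12, p 0.0303, 0.000268), TGFβ (19, p 0.0709, 6.52e-07), Myc targets V1 (19, p 0.000451, 1.85e-14) and V2 (10, p 0.00225, 3.14e-07), the mitotic cell cycle (10, p 0.00404, 3.63e-08), lipid metabolism (11, p 0.0517, 0.000128), intrinsic apoptosis (18, p 0.571, 0.0536) and Wnt signaling (12, p 0.0305, 5.44e-05), each with the camera p of the real split and the lowest of the others. The count of 0 adjusted probe sets from limma, with 1444 at an unadjusted p under 0.05 and 0 by the methods' t-test, with 1622, is reached by all 35 splits (highest other 35), so it excludes nothing.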

How the results depend on the processing

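Leaving out WT mouse 3 and KO mouse 1 together was chosen after seeing the data. Over the other alternatives, the direction and the side of the threshold were the same in 1613 comparisons for the 116 named probe sets (190 lost the threshold, 42 gained it, 11 reversed), in 766 for the 52 lists (127, 57 and 37), and in 125 for the enrichment scores of 14 lists (22, 19 and 2), and 91 counts stayed within 1.5 times while 31 moved. The cause of these changes was not tested, except that the 2 filters test fewer probe sets. The median level of all probe sets (3.02) lies below the 95th percentile of receptors of the nose (3.46), which limits what the arrays can show for dim genes.

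Among probe sets above the median level 701 passed the threshold (430 lower, 271 higher), and among those with 1 gene 577 (279 lower, 298 higher). The lists called lower (16) and higher (3) by camera became 0 and 0 with an estimated correlation and with fry, 0 and 0 with sample labels permuted, where the number of arrays nearly fixes this, 8 and 5 among genes above the median level, 8 lower after quantile normalization and 8 lower after cyclic loess, and 28 lower without the 2 arrays. Leaving out 1 mouse gave 5 (without WT mouse 1) to 32 (without WT mouse 3) lower and 0 to 6 higher. The 13 lists called lower by GSEA became 20 when ranked by the moderated statistic, 24 by fold change, 7 above the median level, 7 after cyclic loess, 21 without the 2 arrays, and 3 to 26 when 1 mouse was left out.

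With an estimated correlation all 19 called lists lost their call, with adjusted p of immediate early genes and Wnt targets 0.573 each, heat shock chaperones, β-cell identity, cholesterol synthesis, apoptosis regulators and cytoskeleton and SRF targets 0.657 each, the other 12 0.673 each. None of the 19 was called by fry, which tests against no change and not against other genes, with adjusted p of immediate early genes 0.726, Wnt targets 0.0535, the other 17 0.761 each. With sample labels permuted the smallest p that 70 assignments allow is 0.0143, and at least 15 of the 52 lists would have to reach it for any to pass the adjustment, while 2 did. The loss of all 19 calls there, with adjusted p of Myc targets V1, stromal-cell markers and Insulin processing 0.353 each, acinar-cell markers 0.362, mitotic cell cycle 0.345, Olfactory Signaling Pathway 0.297, olfactory and vomeronasal receptors 0.343, the other 12 0.248 each, therefore says nothing about their stability. The lists that lost it were 4 by GSEA with gene permutations (β-cell identity 0.0803, apoptosis regulators 0.0747, insulin receptor signaling 0.0927, Insulin processing 0.151), 8 above the median level (Myc targets V1 0.153, Myc targets V2 0.1703, stromal-cell markers 0.342, apoptosis regulators and mitotic cell cycle 0.284 each, Notch signaling, insulin receptor signaling and Insulin processing 0.180 each), 8 after quantile normalization (Myc targets V1 0.124, Myc targets V2, stromal-cell markers, apoptosis regulators and insulin receptor signaling 0.119 each, mitotic cell cycle 0.189, Notch signaling 0.0935, Insulin processing 0.135), 8 after cyclic loess (Myc targets V1 0.112, Myc targets V2 and Notch signaling 0.114 each, stromal-cell markers, apoptosis regulators and insulin receptor signaling 0.125 each, mitotic cell cycle 0.253, Insulin processing 0.134), 3 after centring (stromal-cell markers 0.0709, apoptosis regulators and Insulin processing 0.0503 each), 2 with the mean of a gene's probe sets (apoptosis regulators 0.0638, Insulin processing 0.0515), 2 with array weights (stromal-cell markers 0.0826, Insulin processing 0.0636), 1 with the replicate block (apoptosis regulators 0.0505) and 3 without the 2 arrays (acinar-cell markers 0.286, Wnt targets and Notch signaling 0.0536 each). The lists that gained a call were 1 by GSEA with gene permutations (hypoxia and glycolysis 0.0464), 2 above the median level (endothelial-cell markers 0.00373, ribosomal proteins 0.0128), 1 with the mean of a gene's probe sets (hypoxia and glycolysis 0.0321), 4 with array weights (cell cycle and proliferation and Wnt signaling 0.0336 each, Mitotic G1-G1/S phases 0.0103, TCF dependent signaling in response to WNT 0.0351) and 14 without the 2 arrays (duct-cell markers and hypoxia and glycolysis 0.0294 each, Hedgehog/Gli pathway 0.0498, cell cycle and proliferation 0.0156, glutathione metabolism 0.0114, Developmental Biology 0.0365, TGFβ receptor signaling 0.00389, Hedgehog signaling 0.00796, Mitotic G1-G1/S phases 1.66e-05, lipid metabolism 0.0404, Pyrimidine metabolism 0.0300, Wnt signaling 0.00189, TCF dependent signaling in response to WNT 0.00200, Translation 0.000176).

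Lists reversed, none of them called, by GSEA with gene permutations (alpha-cell markers 0.666, intrinsic apoptosis 0.457 and ribosomal proteins 0.660), with sample labels permuted (alpha-cell markers 0.353, intrinsic apoptosis 0.248 and ribosomal proteins 0.422), above the median level (Translation 0.921), after quantile normalization (mTOR signalling 0.997), after cyclic loess (mTOR signalling 0.959), with array weights (alpha-cell markers 0.938, erythroid markers 0.830 and Regulation of β-cell development 0.727) and without the 2 arrays (alpha-cell markers 0.937, erythroid markers 0.369, Regulation of β-cell development 0.527 and ribosomal proteins 0.182). Ctnnb1, at −0.01, reversed with array weights (0.045), after quantile normalization (0.0457), after cyclic loess (0.0546) and without the 2 arrays (0.0338).

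Enrichment scores that lost the call were, above the median level, Myc targets V1 −1.38, Myc targets V2 −1.39, mitotic cell cycle −1.18 and Notch signaling −1.33, after cyclic loess, Myc targets V1 −1.17, Myc targets V2 −1.19, mitotic cell cycle −1.002 and Notch signaling −1.28, and without the 2 arrays, Notch signaling −1.19. Those that gained it were, by the moderated statistic, Developmental Biology −1.51, lipid metabolism −1.52, Wnt signaling −1.56 and insulin receptor signaling −1.63, by fold change, Developmental Biology −1.41, Hedgehog/Gli pathway −1.59, lipid metabolism −1.40, Wnt signaling −1.57, insulin receptor signaling −1.75 and Insulin processing −1.70, and without the 2 arrays, Developmental Biology −1.28, TGFβ receptor signaling −1.53 and Wnt signaling −1.52. By the moderated statistic intrinsic apoptosis −0.986 reversed.

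With each mouse left out in turn, the ranges of adjusted p, for lists that reversed or that are compared with a statement of the paper and changed their call, were mTORC1 8.58e-13 to 0.143, Myc targets V1 2.53e-10 to 0.698, Myc targets V2 2.32e-05 to 0.342, β-cell identity 2.14e-05 to 0.0763, β-cell dedifferentiation 0.0997 to 0.856, alpha-cell markers 0.459 to 0.710, acinar-cell markers 3.09e-08 to 0.339, endothelial-cell markers 3.59e-06 to 0.937, stromal-cell markers 5.77e-07 to 0.978, macrophage markers 0.00563 to 0.927, Schwann-cell and neural markers 0.505 to 0.896, erythroid markers 0.419 to 0.954, Wnt targets 0.0131 to 0.0652, Hedgehog/Gli pathway 0.00279 to 0.683, cell cycle and proliferation 0.0246 to 0.924, interferon-stimulated genes 0.00563 to 0.989, Developmental Biology 0.00311 to 0.595, TGFβ receptor signaling 0.000271 to 0.939, Hedgehog signaling 0.00587 to 0.730, mitotic cell cycle 2.76e-05 to 0.516, Mitotic G1-G1/S phases 4.08e-05 to 0.730, lipid metabolism 0.00306 to 0.783, Wnt signaling 0.000616 to 0.730, Regulation of β-cell development 0.573 to 0.963, mTOR signalling 0.0139 to 0.899, Translation 0.00239 to 0.981, ribosomal proteins 2.71e-05 to 0.984. The highest p of mTORC1, Myc targets V1 and V2, β-cell identity and the mitotic cell cycle came without WT mouse 1, where Myc targets V1 reversed and Translation was called higher (0.0211). Without the 2 arrays p was lower than these ranges for cell cycle and proliferation (0.0156), the G1 and G1/S phases (1.66e-05) and Translation (0.000176). The ranges of enrichment scores were mTORC1 −2.71 to −1.31, Myc targets V1 −2.63 to 0.463, Myc targets V2 −1.98 to −1.04, Developmental Biology −1.55 to −0.761, Hedgehog/Gli pathway −1.68 to −0.785, TGFβ receptor signaling −1.86 to −0.647, mitotic cell cycle −1.904 to −0.896, Wnt signaling −1.71 to −0.804, Notch signaling −1.896 to −0.868, insulin receptor signaling −1.71 to −1.09, Insulin processing −1.75 to −0.554, and of log2 fold changes Axin1 −0.35 to 0.03, Ctnnb1 −0.18 to 0.19, B2m −0.18 to 0.33 (Axin1 0.032 without KO mouse 1).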

Differences from the paper's values

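The alternatives named here were set before the data were examined. For enrichment scores a value is listed when it differs from the paper's by more than the SD of the scores over the leave-one-out runs, and the larger jackknife standard error is given beside it. The scores of TGFβ, Notch and Wnt signaling are listed but differ from the paper's by less than this standard error. The paper's sets came from MSigDB and the lists here did not, so the members differ.

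The paper reports 933 differentially expressed genes, and 1444 probe sets passed the same limits here. The paper counts them out of 27747 probes, which is 3.36%, and 41345 were tested here, of which 3.49% passed. The count comes within 1.5 times the paper's among probe sets above the median level (701), and without WT mouse 2 (1201), WT mouse 4 (1365) or KO mouse 1 (1329). It does not with the methods' t-test (1497), limma's trend (1461), robust statistics (1423), array weights (1749), quantile normalization (1522), centring (1404), cyclic loess (1534) or the replicate block (1484), with 1 gene per probe set (577), or without any of the other mice (1454 to 1913).

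For Developmental Biology the paper's score is −2.223 and the value here −1.15 (jackknife standard error 0.675), and no alternative comes within the spread (−0.76 to −1.55). For Hedgehog/Gli the paper's score is −2.221 and the value here −1.39 (jackknife standard error 0.772), and no alternative does (−0.79 to −1.68). For TGFβ receptor signaling the paper's score is −1.982 and the value here −1.18 (jackknife standard error 0.976), and the value without WT mouse 3 (−1.86) does while the others (−0.65 to −1.44) do not. In the paper's Table S2 Notch signaling has −2.26, with −1.66 here (jackknife standard error 0.935), and a ranking by the moderated statistic (−1.96) and leaving out WT mouse 3 come within the spread while the others (−0.87 to −1.87) do not. Signaling by the insulin receptor has −2.06 in Table S2 and −1.38 here (jackknife standard error 0.438), and no alternative comes within the spread (−1.09 to −1.75).

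Scores read by eye from the paper's figures also differ. The mitotic cell cycle is at about −3.5 in Fig S4A, read by eye, and −1.38 here (jackknife standard error 0.879), lipid metabolism at about −3.1 in Fig S4B, read by eye, and −1.07 here (0.491), and intrinsic apoptosis at about −1.9 in Fig S4C, read by eye, and 1.07 here (0.462). No alternative comes within the spread for these 3, and for apoptosis a ranking by the moderated statistic turns the sign (−0.986). Wnt signaling is at about −1.6 in Fig 4F, read by eye, and −1.18 here (0.684), and rankings by the moderated statistic (−1.56) and by fold change (−1.57) and leaving out WT mouse 3 (−1.71) come within the spread while the other alternatives (−0.80 to −1.22) do not.

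For mTORC1, Myc targets V1 and V2 and insulin processing the scores did not differ from the paper's by more than the spread (−2.25, −1.80, −1.63 and −1.41 here). Their jackknife standard errors were 1.06, 2.22, 0.789 and 1.15. A wide spread makes such a match easy, above all for V1, whose score ran from −2.63 to 0.463 over the mice left out. Of the 140 genes of the paper's Table S1, 93 were matched by name, all 93 had the same direction here, 84 passed the threshold the same way and 92 lay within the larger SD. The exception is Sectm1a, named after its values were seen, with a log2 fold change of 0.91 from the paper's table and 0.27 here.

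By qRT-PCR in a separate experiment the paper found GPC1, RPL34, SRSF7 and POLD2 significantly lower in KO islets, and it states that its array data go the same way. The values here are from the arrays alone. Gpc1 passed the threshold by both of its probe sets (−1.07 and −0.69), Rpl34 (−0.50) and Pold2 (−0.29) were lower without passing it, and Srsf7 has no probe set of its own. The paper names MCM5 and PCNA as down-regulated Myc targets, and reports less of both proteins by immunofluorescence after a longer activation of MycER than in the arrays. In the arrays Mcm5 passed (−0.64) while Pcna (−0.38) did not. The paper states that gene sets of development, Hedgehog/Gli, TGFβ and Wnt signaling and of lipid metabolism and apoptosis differ, and by camera these lists were not called here at an adjusted p under 0.05, with medians of −0.07, −0.07, −0.07, −0.05, −0.05 and −0.05. Developmental Biology was called without WT mouse 3, WT mouse 4, KO mouse 2 or KO mouse 3, Hedgehog/Gli without WT mouse 3, KO mouse 2 or KO mouse 3, TGFβ, Wnt signaling and lipid metabolism without WT mouse 3 or KO mouse 2, and Wnt signaling with array weights. Leaving out WT mouse 3 and KO mouse 1 together, chosen after seeing the values, called all of these but apoptosis, and ended the call of the Wnt targets and of Notch signaling.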

Other observations

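The lists and tests of this part were chosen before their results here were seen, and after Table S1 of the paper had been read. That table comes from the same arrays and holds Actb, Srf, Herpud1 and Mt1, among other genes. Their falls are therefore not independent evidence, nor are the tests of the lists that hold them.

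Of 3 lists of stress response genes 2 were called lower in KO islets, with few members past the threshold, and both calls end with the correlation estimated. By limma's camera the heat shock chaperones were called lower (18 genes, median −0.35, adjusted p 9.04e-07, 0.657 with the correlation estimated, and over the alternatives 8.58e-13 to 0.761), with falls of Dnajb1 (−1.19, standard error 0.42; −0.79 without WT mouse 2), Hsph1 (−1.08, 0.38) and Dnajb4 (−0.49, 0.22), while Hspa1a (−1.33, 0.66) did not pass. The mean of WT mouse 3 (5.03) lay below all KO mice (5.20 to 5.49), and the median was −0.16 without WT mouse 1 and −0.61 without WT mouse 3. The unfolded protein response was called lower (35 genes, median −0.23, adjusted p 1.09e-07, 0.673 estimated, range 5.89e-12 to 0.761), with 5 falls, among them Herpud1 (−0.99, 0.25), Hyou1 (−0.73, 0.26) and Creld2 (−0.91, 0.34; −0.57 without WT mouse 1, which does not pass), and the median was −0.10 without WT mouse 1 and −0.36 without WT mouse 3. Of 19 metallothionein and oxidative stress genes Mt1 fell (−0.89, 0.22), Mt2 did not pass (−0.62, 0.28), and the list was not called (0.102).

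Cholesterol synthesis was called lower (20 genes, median −0.28, adjusted p 5.05e-05, 0.657 estimated, range 2.81e-06 to 0.761), with falls of Lss (−0.71, standard error 0.25), Hmgcs1 (−0.68, 0.28) and Cyp51 (−0.46, 0.19), and the call was lost without WT mouse 1 (0.0659, median −0.16). Genes of the cytoskeleton and SRF targets were called lower (30 genes, median −0.27, adjusted p 2.05e-07, 0.657 estimated, range 4.82e-09 to 0.761), with 7 falls, among them Srf (−0.66, 0.23), Mrtfa (−0.67, 0.26), Actb (−1.17, 0.28) and Actg1 (−0.64, 0.23), and the median was −0.15 without WT mouse 2. The apoptosis regulators were called lower (42 genes, median −0.16, adjusted p 0.0403, 0.657 estimated, range 0.0108 to 0.761), with falls of Bak1 (−0.62, 0.20) and Gadd45b (−1.17, 0.47), and the call was lost without WT mouse 1 (0.321, median −0.10), WT mouse 2 (0.145), KO mouse 1 (0.180, median −0.10), KO mouse 3 (0.0535) or KO mouse 4 (0.0750). Hypoxia and glycolysis (29 genes, median −0.15, adjusted p 0.0630) and interferon-stimulated genes (34, −0.12, 0.159) were not called.

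Markers of acinar cells were called higher in KO islets (34 genes, median 0.30, adjusted p 0.00956, 0.673 estimated, range 3.09e-08 to 0.761), with no member past the threshold, Reg1 at 1.44 (standard error 1.00) and Clps at 0.93 (0.74). The call was lost without WT mouse 2 (0.339, median 0.13) or WT mouse 4 (0.0611), the list was lower without KO mouse 1 (0.180, median −0.11), and the median was 0.55 without WT mouse 3 and 0.545 without KO mouse 4. Stromal markers were called lower (23 genes, median −0.22, adjusted p 0.0423, 0.673 estimated, range 5.77e-07 to 0.978), with no member past the threshold. Their call was lost without WT mouse 1 (0.484, median −0.12) or KO mouse 4 (0.978, median −0.02), the list was higher by camera without WT mouse 2 (0.856, median −0.03), and the median was −0.44 without WT mouse 4.

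The other marker lists were not called. Endothelial markers had a median of 0.20 (23 genes, adjusted p 0.0697), with a fall of Vwf (−0.74, standard error 0.31) and Plvap at 1.18 (0.67) short of the threshold. Krt8 fell (−0.48, 0.20) among 14 duct markers (median −0.13, 0.0630), and Cx3cr1 fell (−0.62, 0.23) among 21 macrophage markers (median −0.13, 0.0974). No member passed among markers of lymphocytes (18 genes, median 0.09, 0.0716), mast cells (15, 0.15, 0.0630), Schwann cells (10, −0.06, 0.767), adipocytes (9, 0.20, 0.238), erythroid cells (2, −0.08, 0.706), α-cells (10, −0.02, 0.673) or δ- and PP-cells (8, −0.13, 0.210). Among 9 transgene and housekeeping genes (median −0.12, 0.126) Myc fell (−0.87, 0.27), and B2m was at 0.07 (0.35).

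Ribosomal protein genes went both ways and were not called (67 genes, median 0.11, adjusted p 0.111), with falls of Rpl5 (−1.28, standard error 0.34) and Rps23 (−1.10, 0.31) and a rise of Rpl39l (0.87, 0.34). Their enrichment score was −0.916, of the other sign. Of 131 genes of Reactome Translation 2 fell (median 0.01, mean −0.04, adjusted p 0.357). Receptors of the nose and vomeronasal organ were called higher (1390 genes, median 0.11, adjusted p 4.54e-05, 0.673 estimated, range 1.14e-10 to 0.761), with 54 rises, among them Olfr293 (0.85, 0.21), and 3 falls, and so was the Reactome olfactory list (607 genes, median 0.11, adjusted p 6.52e-05, 0.673 estimated, range 6.64e-10 to 0.761), with 25 rises and 1 fall. Both calls were lost without WT mouse 1 (0.320 and 0.252, median 0.04 each) or KO mouse 1 (0.237 and 0.209, median 0.03 each), both medians were 0.20 without WT mouse 3, and that of the Reactome list was 0.16 without KO mouse 2.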
